# Thyroid hormone receptor alpha sumoylation modulates white adipose tissue stores

**DOI:** 10.1038/s41598-021-03491-6

**Published:** 2021-12-16

**Authors:** Yan-Yun Liu, Jingjing Jiang, Sujie Ke, Anna Milanesi, Kiyomi Abe, Gilberto Gastelum, Jianrong Li, Gregory A. Brent

**Keywords:** Cell biology, Molecular biology, Endocrine system and metabolic diseases

## Abstract

Thyroid hormone (TH) and thyroid hormone receptor (THR) regulate stem cell proliferation and differentiation during development, as well as during tissue renewal and repair in the adult. THR undergoes posttranslational modification by small ubiquitin-like modifier (SUMO). We generated the THRA (K283Q/K288R)^−/−^ mouse model for in vivo studies and used human primary preadipocytes expressing the THRA sumoylation mutant (K283R/K288R) and isolated preadipocytes from mutant mice for in vitro studies. THRA mutant mice had reduced white adipose stores and reduced adipocyte cell diameter on a chow diet, compared to wild-type, and these differences were further enhanced after a high fat diet. Reduced preadipocyte proliferation in mutant mice, compared to wt, was shown after in vivo labeling of preadipocytes with EdU and in preadipocytes isolated from mice fat stores and studied in vitro. Mice with the desumoylated THRA had disruptions in cell cycle G_1_/S transition and this was associated with a reduction in the availability of cyclin D2 and cyclin-dependent kinase 2. The genes coding for cyclin D1, cyclin D2, cyclin-dependent kinase 2 and Culin3 are stimulated by cAMP Response Element Binding Protein (CREB) and contain CREB Response Elements (CREs) in their regulatory regions. We demonstrate, by Chromatin Immunoprecipitation (ChIP) assay, that in mice with the THRA K283Q/K288R mutant there was reduced CREB binding to the CRE. Mice with a THRA sumoylation mutant had reduced fat stores on chow and high fat diets and reduced adipocyte diameter.

## Introduction

Thyroid hormone (TH) and its receptor (THR) play an important role in embryonic development by stimulating cell proliferation and differentiation. A range of models, including frog, mouse, and zebrafish, have shown key roles for TH/THR signaling in development of the brain, retina, inner ear, heart, intestine and bone^1^. In postnatal development and adulthood, THR/TH regulatory networks impact the balance of stem cell proliferation and differentiation, which are essential for tissue renewal and regeneration after injury^2,3^.

White adipose tissue (WAT) originates from embryonic mesoderm. Adipose precursor cells (preadipocytes) proliferate and differentiate to maintain adipose tissue homeostasis. The metabolic impact of WAT depots in humans varies by location, with upper-body subcutaneous and visceral fat associated with insulin resistance and greater risk of cardio-metabolic diseases and lower-body subcutaneous femoral and gluteal fat metabolically protective^4^. Clinical studies have shown the importance of preadipocytes in maintaining adipose tissue and adipocyte turnover is a characteristic of healthy adipose tissue. It has been reported that the fraction of preadipocytes in fat stores is reduced in obesity^5–7^. THRA/TH plays an important role in the regulation of adipose stores stimulating lipolysis and lipogenesis as well as mediating TH and adrenergic signaling in fat^8–12^.

Posttranslational modification of THR by SUMO directly alters THR interaction with transcription factors and modulates transcription independent of ligand^13^. THRA has two sumoylation sites at lysine 283 and lysine 389. An alternate sumoylation site is at lysine 288, if lysine 283 is blocked. We have previously shown that mutation of the sumoylation sites in THRA and THRB reduce gene expression of Wnt ligand and alter the canonical Wnt/β-catenin signaling pathway, which reduces adipocyte proliferation and adipogenesis in a T3-independent fashion^14^. An in vivo model of desumoylated THRB shows disruption of thyroid stimulating hormone (TSH) regulation in the pituitary and thyroid hormone synthesis in the thyroid gland, both triiodothyronine (T3)-independent^15^. Desumoylated THRB disrupted transcription factor binding to the TSH beta gene promoter and reduced cAMP-response element binding protein (CREB) binding to thyroid hormone synthesis genes.

In the present study, we investigated the in vivo role of THRA sumoylation*,* using THRA K283Q/K288R sumoylation mutant mice and human primary preadipocytes. Mice with the THRA K283Q/K288R mutation had reduced fat stores on chow and high fat diets, as well as reduced adipocyte cell diameter. Preadipocyte proliferation was reduced in human preadipocytes and in THRA K283Q/K288R mutant mice using in vivo and in vitro labeling approaches. Mice with the desumoylated THRA had disruptions in cell cycle G_1_/S transition and this was associated with a reduction in the availability of cyclin D2 and cyclin-dependent kinase 2.

## Results

THRA has two sumoylation sites, K283 and K389. Lysine 389 interacts with the ligand binding cavity and mutations of this site diminish ligand binding. We mutated K283 to reduce THRA sumoylation without disrupting ligand binding. Mutation of the K283 residue, however, results in a shift of the SUMO conjugation site to K288^14^. We, therefore, generated THRA K283Q/K288R, a double mutation, to eliminate SUMO binding to this THRA domain, but retain ligand binding. The double mutation, THRA K283Q/K288R, was assessed in a functional assay with a consensus 3 × Direct Repeat (DR) 4-Thyroid Hormone Response Element (TRE)-Luciferase (Luc) reporter. The magnitude of T3-induction with THRA K283Q/K288R was equal to THRA alone, or a combination of wild type and mutant THRA (Fig. 1A).

**Figure 1:**
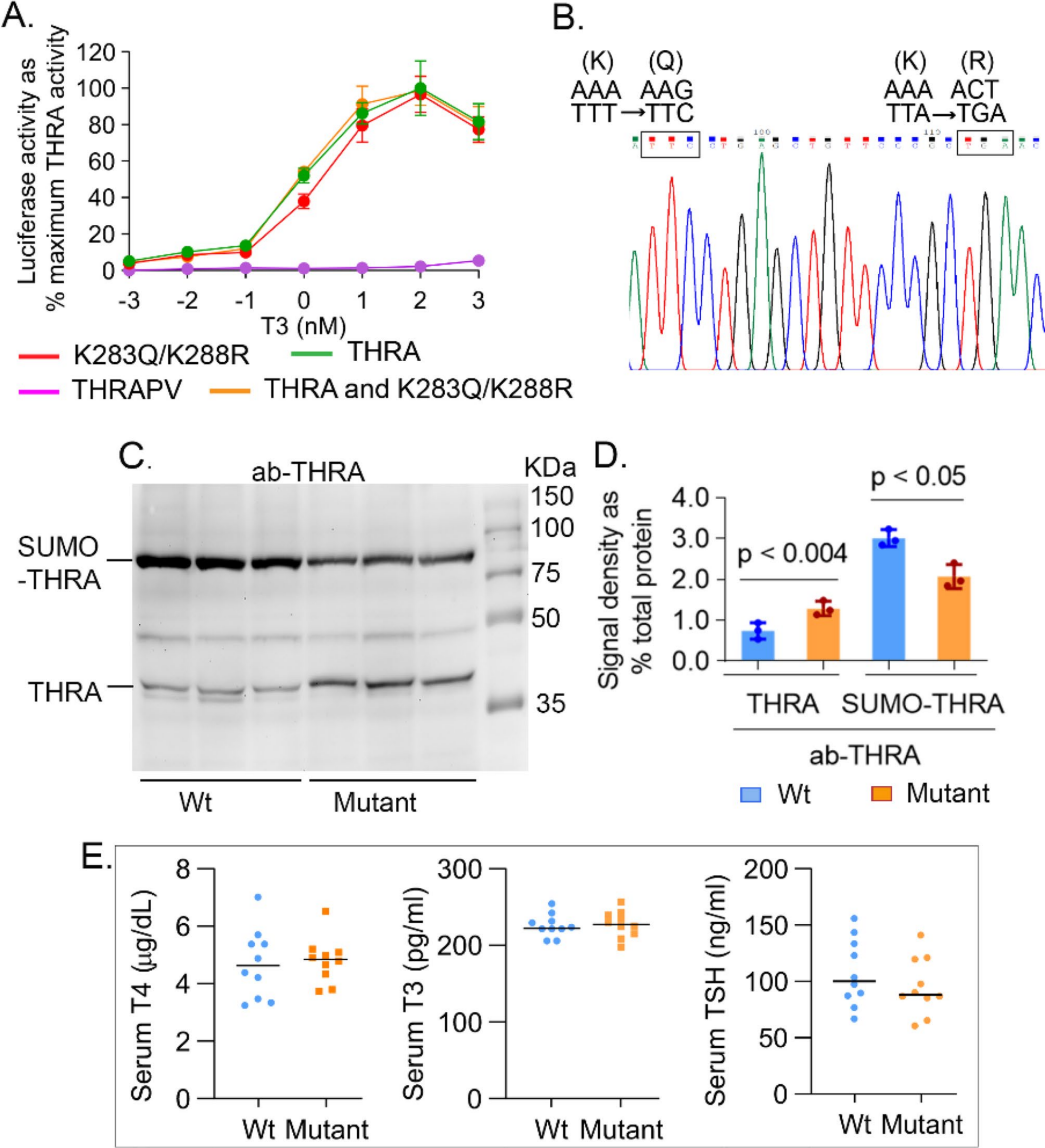
Genotype and thyroid function tests in THRA K283Q/K288R mutant mice. (**A**) A reporter assay was performed to test the T3 induction of the mutant THRA K283Q/K288R on T3-mediated luciferase reporter expression. JEG3 cells were transfected with THRA expression vectors and a luciferase reporter containing consensus 3 × Thyroid Hormone Response Elements. The THRA PV mutant receptor, based on mutations in Resistance to Thyroid Hormone, was used as a negative control since it does not bind to T3. The combination of THRA with THRA K283Q/K288R was used to determine dominant-negative effects of the THRA K283Q/K288R mutant receptor. (**B**) The presence of the mutation in homozygous THRA K283Q/K288R mutant mice was confirmed using direct DNA sequencing. (C-D) Western blot detection of THRA and sumoylated THRA, based on protein molecular weight. Subcutaneous fat was dissected from mice (n = 3/genotype). Protein lysate (35 μg/lane) was loaded on a 10% SDS gel. Antibody used was ab-THRA (**C**). (**D**) Quantification of THRA and sumoylated THRA in Western blot. The antibody detected bands and total protein (from Ponceau stained membrane, see Supplementary Fig. S2 online) were quantified using Li-Cor Image Studio lite. The data was normalized for Ponceau stained protein and presented as % total protein. Each bar in the figure represents the data from three mice. The significance was determined using Student *t*-test. (**E**) Fasting serum thyroxine (T4), triiodothyronine (T3) and Thyroid Stimulating Hormone (TSH) concentrations in Wt and THRA K283Q/K288R mutant mice, individual levels shown for Wild type (Wt) (circles) and mutant (squares), with a horizontal line showing the mean (n = 10). Statistical analysis was performed by Student *t*-test.

### Metabolic characterization of THRA K283Q/K288R mutant mice

THRA K283Q/K288R mice were generated as a global mutation (see Supplementary Fig. S1 online) and homozygosity was confirmed by sequencing (Fig. 1B). We determined the impact of the introduced THRA mutations on the extent of THRA sumoylation in subcutaneous adipose tissue, based on the size of the band on a Western blot probed with ab-THRA. We found that the desumoylated THRA was increased 73% (SE ± 14%, *P* < 0.04) and the sumoylated THRA reduced 34% (SE ± 13%, *P* < 0.05), in adipose tissue from the mutant, compared to Wt, mice (Fig. 1C,D and see Supplementary Fig. S2 online). These data indicate that the sumoylation site mutations significantly reduced sumoylated THRA and increased desumoylated THRA in adipose tissue in vivo*,* compared to Wt mice. The amount of total THRA protein, the sum of sumoylated and desumoylated THRA, was not different in THRA mutant compared to Wt mice (3.7% of total protein in control and 3.4% in mutant, P < 0.35). The total protein was calculated based on the amount detected by Ponceau red stain (Fig. S2). 

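RNA-seq was performed on inguinal white adipose tissue, a subcutaneous fat depot, of 3 mutant and 3 Wt male mice on the chow diet at 3 months of age, with 1 library per mouse. The authors' deposited values list 55573 genes by Ensembl identifier. They are reads per gene scaled to CPM, with a further normalization factor for each mouse, so that the values of a mouse sum to between 901654 and 1039031. The paper's text does not name the aligner, the genome build or the normalization. Within each mouse, 100.0% of the values above 0 were whole multiples of the value of 1 read, so the reads behind each value were recovered. Wt mice 1, 2 and 3 had 24228381, 19882103 and 21432186 reads on genes (median 21432186), and mutant mice 1, 2 and 3 had 19827797, 20452079 and 19607423 reads (median 19827797). The factors computed from the authors' scaling lay between 0.962 and 1.109. At this depth, 3 reads on a gene correspond to a value of 0.126 to 0.157, depending on the mouse. This floor covers counting error only, since PCR copies of a molecule are not independent. The genotypes were compared on log2(value + 0.5) with limma, with a mean-variance trend and Benjamini-Hochberg adjustment, over the 16868 genes that passed edgeR's filterByExpr on the recovered reads. Fold changes on this scale understate the change of genes with low values. Both genotypes have mice numbered 1, 2 and 3. The deviations of same-numbered mice from their genotype means correlated across genes at 0.69, 0.06 and 0.56, a mean of 0.43. The 6 other combinations averaged -0.20. Deviations from a mean cancel within a genotype, so this value follows largely from the 0.43 and is no separate evidence. Because of the correlation of same-numbered mice, the results with the mouse number as a replicate block are given beside those without it. Pairing Wt mice 1, 2 and 3 with mutant mice 1, 3 and 2, tried after the data were examined, gave more genes past an FDR of 0.05 (4305) than the pairing as numbered (4063). Results that passed only with the block thus rest on a pairing that is not established. Same-numbered mice are different animals, and the paper names no pairing of the mice used for RNA-seq.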

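The T3-responsive genes of Supplementary Fig. S3, *Klf9*, *Cpt1a*, *Lipe* and *Fasn*, and *Gapdh* were expressed in all 6 mice. Coordinates are those of GENCODE M21 on GRCm38, and values are normalized CPM. *Klf9* (ENSMUSG00000033863, chromosome 19, 23141226 to 23168134) was at 139 ± 25.7 (SD, n = 3) in Wt mice and 143 ± 24.5 (SD, n = 3) in mutant mice, with a log2 fold change of 0.05 (standard error 0.18, adjusted p = 0.887, limma). With mouse 3 left out of the Wt group or mouse 1 left out of the mutant group, this small difference changed sign, to -0.12 and -0.09. *Cpt1a* (ENSMUSG00000024900, chromosome 19, 3322334 to 3385733), which encodes carnitine palmitoyltransferase 1A, was lower in each mutant mouse than in each Wt mouse, at 57.3 ± 6.86 (SD, n = 3) against 87.6 ± 2.18 (SD, n = 3). Its log2 fold change was -0.62 (standard error 0.10, adjusted p = 0.0159, limma), a difference larger than the spread between mice. The libraries of the genotypes also differed in genes opposite abundant genes and in clock genes, as described under the additional observations. The fit does not separate genotype from a difference in library preparation or time of collection. An exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1, which is the value for *Cpt1a*. *Lipe* (ENSMUSG00000003123, chromosome 7, 25379527 to 25398710), hormone sensitive lipase, was at 1306 ± 266 (SD, n = 3) in mutant mice and 1805 ± 338 (SD, n = 3) in Wt mice. The groups overlapped, with a log2 fold change of -0.47 (standard error 0.22, adjusted p = 0.259, limma). *Fasn* (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547), fatty acid synthase, was at 9031 ± 2701 (SD, n = 3) in mutant mice and 6974 ± 1709 (SD, n = 3) in Wt mice, a log2 fold change of 0.36 that lay within its standard error of 0.42 (adjusted p = 0.619, limma). *Gapdh* (ENSMUSG00000057666, chromosome 6, 125161715 to 125166467) was at 190 ± 33.6 (SD, n = 3) in mutant mice and 144 ± 38.2 (SD, n = 3) in Wt mice, with a log2 fold change of 0.41 (standard error 0.23, adjusted p = 0.327, limma). With the replicate block, the adjusted p of limma was 0.796 for *Klf9*, 0.013 for *Cpt1a*, 0.0151 for *Lipe*, 0.12 for *Fasn* and 0.165 for *Gapdh*. Thus 1 of the 5 genes passed the FDR of 0.05 without the block and 2 passed with it. The alternative that moved this count most was the block together with a correction for GC content, chosen after the data were examined, with 3 genes.

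**Figure D1:**
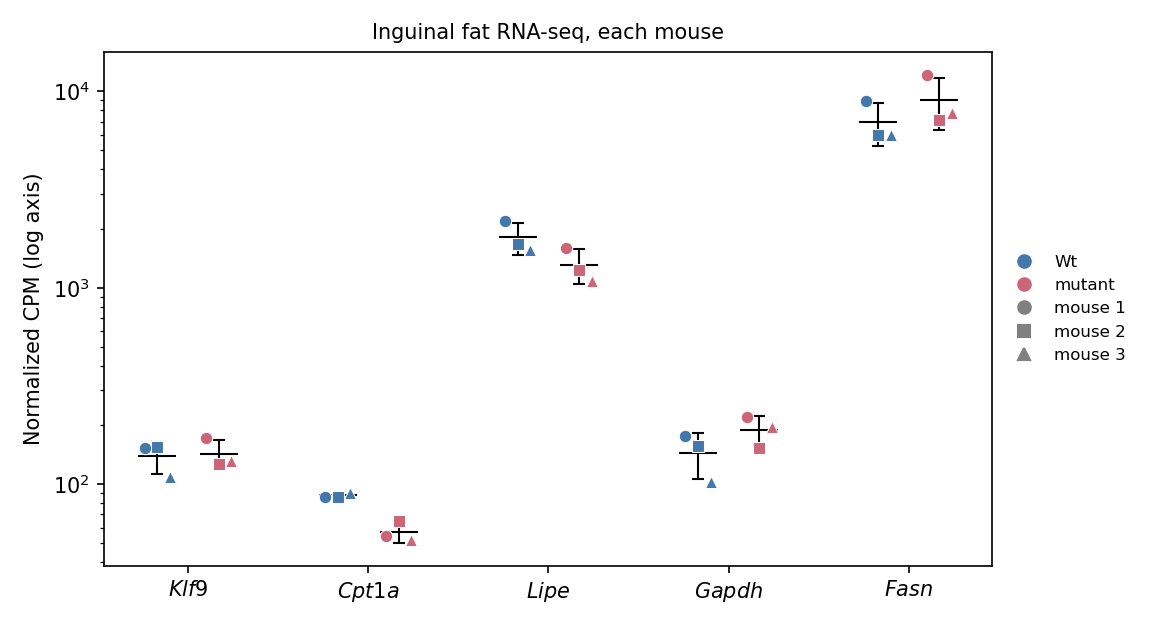
Normalized CPM (log axis) of *Klf9*, *Cpt1a*, *Lipe*, *Gapdh* and *Fasn* in inguinal fat. Each point is 1 mouse (blue, Wt; red, mutant; circle, square and triangle, mice 1, 2 and 3), the horizontal bar is the mean and the error bar the SD (n = 3 mice per genotype). The *Cpt1a* points of the mutant mice lie below all Wt points, and the groups overlap for the other genes.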

T3-dependent gene expression in adipose tissue was assessed by RNAseq and there was no significant difference in the expression of T3-responsive genes in inguinal fat in the mutant mice, compared to Wt (see Supplementary Fig. S3 online). These data indicate that are mutation strategy successfully reduced THRA sumoylation, but preserved classic T3 signaling in vivo. 

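The mutated gene itself, *Thra* (ENSMUSG00000058756), lies on chromosome 11 of GRCm38 from 98740638 to 98769006. Its transcript was present in each mouse, at 147, 128 and 117 normalized CPM in Wt mice 1, 2 and 3 and at 170, 140 and 137 in mutant mice 1, 2 and 3. The log2 fold change was 0.19 (standard error 0.13, adjusted p = 0.404, limma), and with the replicate block the adjusted p was 0.0513, so that the *Thra* transcript level was not distinguishable between the genotypes in either fit. The value of *Thra* moved most under a correction for GC content chosen after the data were examined, to a log2 fold change of 0.45, with an adjusted p of 0.0823 without the replicate block and 0.00933 with it (limma). *Thra* shares 263 exonic bases with *Nr1d1* on the other strand, whose mean value was 1.99 times that of *Thra*. *Thrb* (ENSMUSG00000021779, chromosome 14, 17660261 to 18038090), the other thyroid hormone receptor gene, was at 32.3 ± 5.26 (SD, n = 3) in mutant mice and 26.8 ± 4.55 (SD, n = 3) in Wt mice, with a log2 fold change of 0.26 (standard error 0.17, adjusted p = 0.374 without the replicate block and 0.0882 with it, limma). The paper reasons from the Western blot, in which the desumoylated THRA was increased and the sumoylated THRA reduced, and from the FDR of the genes in Supplementary Fig. S3, which it reports as above its threshold. Its other evidence on T3 signaling is a reporter assay, with equal T3 induction by mutant and Wt THRA, and serum hormone levels without a significant difference. These were not tested here. The paper concludes that the mutations reduced THRA sumoylation while T3 signaling was preserved.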

The serum thyroxine (T4) (Wt mice, 4.71 μg/dL ± SD 1.21; mutant mice 4.82 μg/dL ± SD 0.83), serum triiodothyronine (T3) (Wt 218 pg/mL ± SD 22; Mutant 234 pg/mL ± SD 49.6), and Thyroid Stimulating Hormone (TSH) (Wt 107.8 ng/mL ± SD 28.3; Mutant 95.5 ng/mL  ± SD 25.2), were not significantly different in mutant mice compared to Wt mice (Fig. 1E). The body weight of the mutant mice was significantly lower, compared to Wt mice, beginning at age 20 weeks (p < 0.037) (Fig. 2A). Body composition, as determined by Echo-MRI, showed that the percent body fat of the mutant mice was significantly reduced, compared to Wt mice, from age 16 weeks onward (Fig. 2A). The inguinal White Adipose Tissue (iWAT) and epididymal (Epi-WAT) fat pads from 6 week-old mice were not different in weight from mutant mice (Fig. 2B), however, the iWAT and Epi-WAT fat pads from 3 month old mutant mice were reduced 39% (p < 0.002) and 35% (p < 0.004) respectively, compared to Wt mice (Fig. 2C). The inter-scapular brown adipose tissue (iBAT) in THRA K283Q/K288R mice was not significantly different from Wt, in juveniles (6 week) or adult mice (3 months), indicating that THRA sumoylation impacted WAT, but not BAT stores. The dissected fat pads from iWAT and Epi-WAT, were smaller in size in the mutant mice compared with Wt, consistent with overall reduced body fat (Fig. 2D). Histological analysis of iWAT showed that the adipocytes in mutant mice had a smaller diameter than Wt (Fig. 2E). The adipocyte diameter was quantified from 3 mice of each genotype and the fat cell diameter in iWAT from mutant mice was significantly smaller than that from Wt mice (Fig. 2F). The serum leptin of the mutant mice was reduced to 52% of the level in Wt mice (p < 0.014) (Fig. 2G), consistent with overall reduced body fat. The serum adiponectin level was not different between Wt and mutant mice (Fig. 2H). There was no difference in fasting serum cholesterol, free fatty acid, triglycerides or insulin concentrations, comparing the mutant mice fed with chow diet at 3 months of age to Wt mice (Fig. 2I). Food intake was not significantly different in mutant compared to Wt mice (see Supplementary Fig. S4 online). The adipose tissue phenotype in the mutant mice demonstrated a distinct role of THRA sumoylation in regulating white adipocyte diameter and the size of WAT body stores^14^.

**Figure 2:**
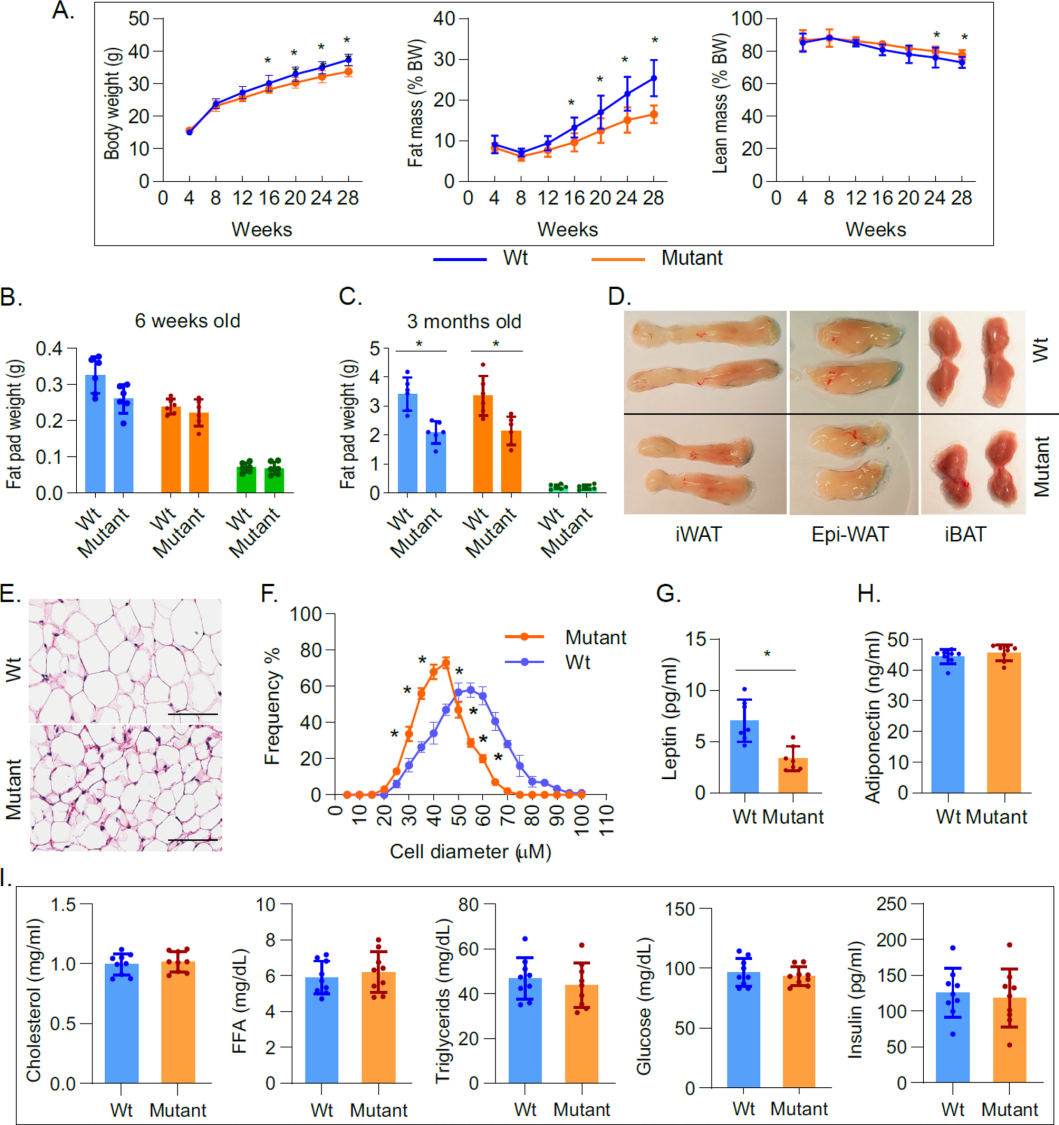
THRA K283Q/K288R mutant mice display body composition, fat stores, and metabolic profile. Age-matched wild type (Wt) and THRA K283Q/K288R mutant mice (mutant) were fed with chow diet. (**A**) Body composition was determined by Echo-MRI (n = 9/group) and average value is shown for body weight (BW), fat and lean body mass. (**B**) Fat pads (iWAT-inguinal White Adipose Tissue-blue bars, Epi- epididymal fat-orange bars, iBAT- inter-scapular Brown Adipose Tissue-green bars) were dissected and weighed from 6 weeks old mice (n = 6) and from (**C**) 3 month old mice (n = 6). (**D**) Images of dissected fat pads from 3 month old Wt and mutant mice (n = 6/group), representative samples are shown. (**E**) Histological analysis of inguinal WAT, representative slides from wild type and mutant mice are shown (scale bar 100 μm). (**F**) Fat cell diameter (μM) of inguinal fat was analyzed. A total of 360 cells from each genotype was quantified (see “Materials and methods” section for details). The data is shown as diameter frequency of 360 cells. (**G**,**H**) Non-fasting serum leptin and adiponectin levels (n = 7/group, 3 month old mice). (**I**) Fasting serum cholesterol, triglycerides, free fatty acids (FFA), insulin and glucose concentrations in 3 month old mice. The statistical analysis was performed using paired Student *t*-test.

### Influence of high fat diet on body weight and fat stores

To determine the effect of a high fat diet, we fed 7 week old mutant and wild-type mice a Western diet (40% of calories from fat) for 7 weeks. The body composition was measured by Eco-MRI. The mutant mice gained markedly less weight and had lower per cent body fat, compared to wild-type mouse (Fig. 3A,B). Inguinal fat stores were substantially reduced in mutant, compared to Wt mice (Fig. 3C) and the fat cell diameter was also substantially reduced in the mutant mice compared to Wt (Fig. 3D). Food intake was not significantly different between wild type and mutant mice (mean 5.88 ± SD 1.79 g/day/mouse vs 6.33 ± SD 1.80 g/day/mouse, p = 0.58). The difference in fat stores in mutant mice compared to Wt mice, after a high fat diet, were in the same direction as those seen on a chow diet, but the difference between mutant and Wt mice was enhanced.

**Figure 3:**
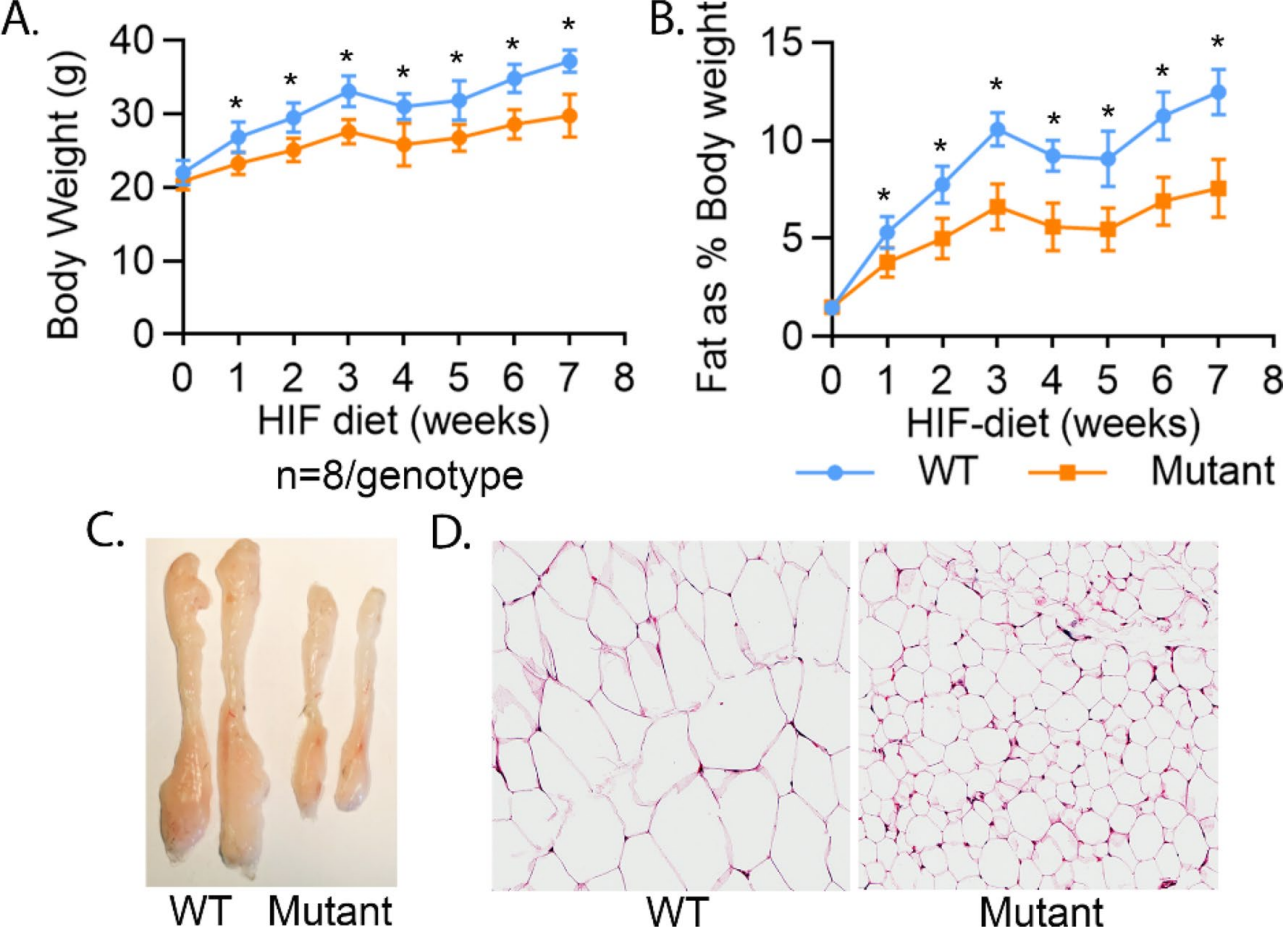
THRA K283Q/K288R mice are resistant to High fat diet-induced body fat increase and adipose tissue expansion. Mice (n = 8/genotype) were given High Fat (HIF) diet (40% fat in calories) for 7 weeks starting at age 7 weeks old. The body composition was measured by Eco-MRI. (**A**) Body weight and (**B**) body fat as % body weight. (**C**) Mice were euthanized and fat pads were dissected, rinsed and photographed and representative inguinal fat depot as shown. (**D**) Representative histological image of inguinal fat from WT and mutant mice. The statistical analysis was perform at each time point using paired Student *t*-test.

### Preadipocytes proliferation in mutant mice

We investigated whether the reduced fat mass in THRA K283Q/K288R mutant mice was associated with reduced preadipocyte proliferation. To determine the preadipocyte proliferation status in live mice, we performed EdU labeling of 3 week old mice. The EdU labeled-nuclei represent cells in S phase, a phase of active DNA synthesis. In adipose tissue, dividing preadipocytes are concentrated in the vascular stroma. The EdU labeled-nuclei were reduced 27% ± SD 5.2% (*p* < 0.02) in the vascular stroma of inguinal adipose tissue in THRA mutant mice, compared to Wt mice (Fig. 4A,B). We also isolated preadipocytes from the stromal vascular fraction of iWAT from 6 week old Wt and THRA mutant mice. Cells were synchronized to G_0_/G_1_ cell cycle by serum withdrawal for 36 h and then stimulated to enter the cell cycle by addition of a 10% serum supplement. The proliferation of preadipocytes isolated from THRA K283Q/K288R mutant mice, as determined by EdU-DNA incorporation, was reduced 24.3% ± SD 3.7% (*p* < 0.011) in mutant mice compared to Wt mice (Fig. 4C,D). The number of preadipocytes isolated from SVF of the iWAT of the mutant mice was reduced 23.3% ± SD 3.3% (p < 0.0035) from 3 individual experiments (n = 6 mice/experiment) compared to that of Wt mice (Fig. 4E). The mRNA levels of *Cyclin D1 and D2* and cyclin-dependent kinase 2 (*Cdk*2) were reduced in the mutant preadipocytes, compared to Wt mice (Fig. 4F).

**Figure 4:**
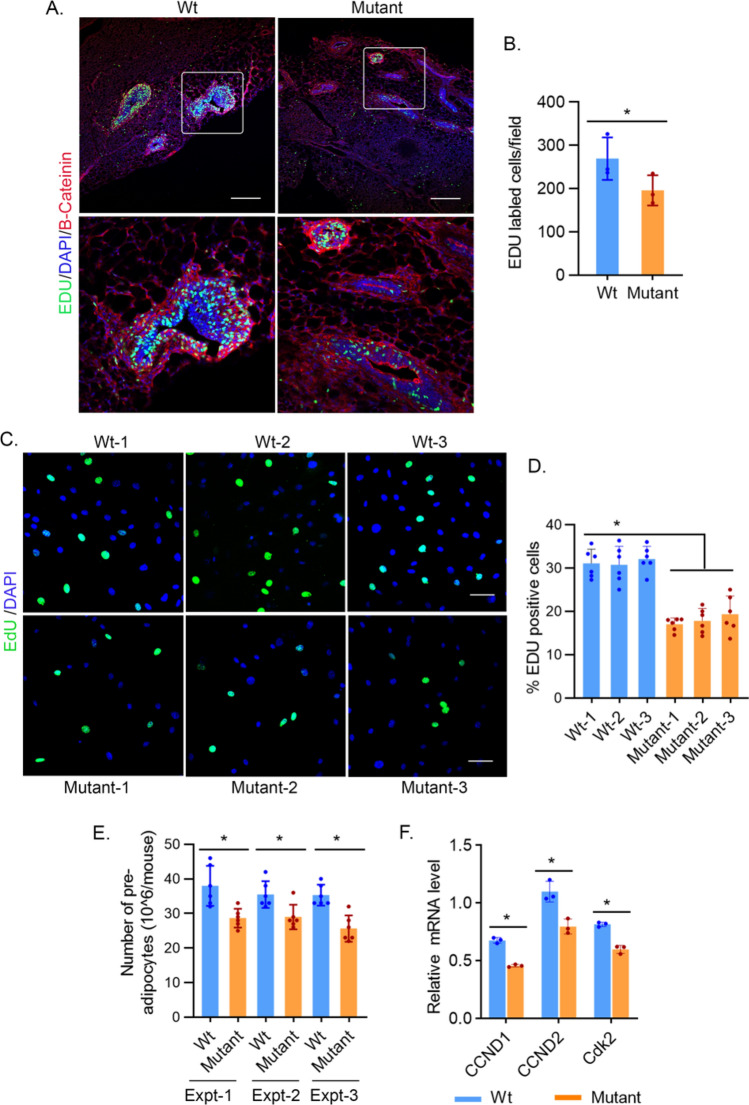
Preadipocyte proliferation in mutant mice determined in vivo and in vitro. (**A**,**B**) EdU labeling of proliferating preadipocytes in 3 week old mice. Mice were given EdU, 5 μg/100 g body weight (i.p.) and inguinal fat pads were isolated and fixed in 4% paraformaldehyde 12 h after injection. Frozen sections (12 μM thickness) of inguinal fat depots were stained with β-catenin (red) for cell membrane and DAPI (blue) for nuclei. EdU (Green) incorporation of DNA in dividing cells was detected by Click-IT chemistry. (**A**) EdU incorporation was imaged using confocal microscope and representative sections of regions with stromal vascular regions are shown. Lower panel shows enlarged view of the area as indicated. The scale bar is 200 μM. (**B**) EDU incorporation was quantified in three different sections using a × 20 magnification field. (**C**) Isolated preadipocytes proliferation. Preadipocytes were derived from the stromal vascular fraction of fat from 6 week old wild type (Wt) and mutant mice (n = 6/group). Preadipocytes from each mouse were plated on separate plates and synchronized as described in the “Materials and methods” section. After synchronization, cells were supplemented with 10% serum and labeled with EDU for 4 h, followed by fixation and imaging. Representative images from 3 separate experiments are shown. Scale bar is 50 μM. (**D**) Quantification of EDU positive cells (green color) and nuclei imaged with DAPI (blue). (**E**) Quantification of the number of SVF-derived preadipocytes. For each experiment (n = 6 mice). The data shown is the average numbers of preadipocytes in each experiment. (**F**) q-PCR analysis of Cyclin D1 (*CCND1)*, Cyclin D2 (C*CND2)* and cyclin-dependent kinase 2 (*Cdk2)* mRNA levels, obtained from expression PCR array and normalized for four housekeeping genes. Please see “Materials and methods” for quantification shown in (**B**) and (**C**). *, p < 0.05 compared to wild type mice.

### THRA sumoylation-defective mutant K283Q/K288R reduces nuclear localization of cyclin D1, cyclin D2, Cdk4 and Cdk2 in human primary preadipocytes

The influence of the sumoylation defective THRA on proliferation was studied in human primary preadipocytes cells, transfected with plasmids expressing THRA, THRA K283Q/K288R, or an empty vector (control), synchronized to G_0_ by serum withdrawal for 48 h. Serum withdrawal resulted in more than 75% of the cells synchronized to G_0_ phase, as assessed by flow cytometry. Serum withdrawal prolonged the G_1_ and S_1_ phases, compared to growth in serum conditions, due to recovery from the lower cellular metabolism associated with serum starvation^16^. Cells were, therefore, supplemented with serum for 9 h and analyzed for the expression of G_1_ phase regulators. In the G_1_ phase, cyclin D1 forms a complex with cyclin-dependent kinase 4 (Cdk4) The cyclin D1/Cdk4 complex is then transported from the cytoplasm to the nucleus by p27kip Cdk inhibitor^17^. In cells transfected with THRA K283Q/K288R, compared to those transfected with empty vector (control) and THRA, the immunofluorescent (IF) staining demonstrated that Cdk4 protein was predominantly in the cytoplasm but not the nucleus (Fig. 5A). The cell lysate was fractionated into cytoplasmic and nuclear fractions and immunoprecipitated (IP) with antibodies against Cdk4 in order to quantitate the subcellular distribution of Cdk4. The quality of fractionation was confirmed by alpha tubulin staining for the cytoplasmic fraction and lamininB1 for the nuclear fraction (see Supplementary Fig. S5 online). In the cytoplasmic fraction, Cdk4 was similar among different samples. In the nuclear fractions, Cdk4 was reduced in cells expressing THRA K283Q/K288R, compared to control and THRA-transfected cells (Fig. 5B). Cdk4 enters the nucleus in the form of a cyclin D1/Cdk4 complex, carried by p27^kip^, so the reduced nuclear Cdk4 could be the result of reduced nuclear cyclin D1. To investigate this possibility, we performed a co-IP with anti-p27^kip^ and WB with anti-cyclin D1. We found that in the cells transfected with THRA K283Q/K288R, p27^kip^-bound nuclear cyclin D1 was only 45% of the control levels (Fig. 5C). *Cyclin D1* mRNA was reduced 28% (p < 0.033) but *CDk4 mRNA* was not changed (Fig. 5B,C far right panels), indicating that reduction of the cyclin D1/Cdk4 complex is associated with reduced cyclin D1 gene expression.

**Figure 5:**
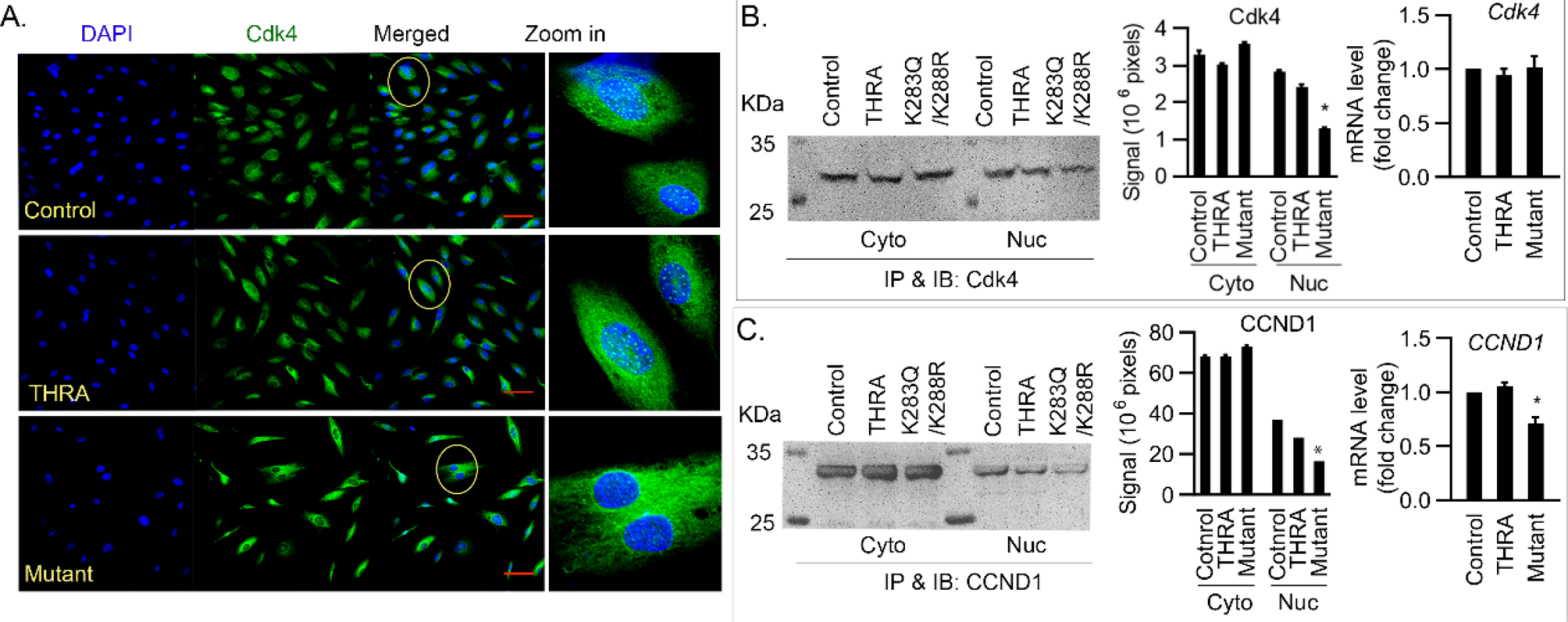
Mutation of the THRA sumoylation site, K283Q/K288R, associated with reduced nuclear localization of cyclin D1-Cdk4 complex, cyclin D2 and Cdk2 in G_1_ phase. (**A**) Human preadipocytes were transfected with empty vector (control) or plasmids expressing THRA or THRA K283Q/K288R. Cells were synchronized to G_0_/G_1_ phase by serum starvation for 48 h. Cells were then allowed to re-enter the cell cycle by supplementing the medium with 10% calf serum. After 9 h of serum supplementation, the cells were analyzed for nuclear content of cyclin D1-Cdk4 complex, cyclin D2 and Cdk2. Immunofluorescent (IF) staining of cyclin D1 and Cdk4 nuclear localization in cells. Scale bar, 50 μm. Circled inset shows higher magnification. (**B**) The nuclear and cytoplasmic fractions were analyzed for Cdk4 protein expression by IP with anti-Cdk4 Ab, followed by immunoblot (IB) with anti-Cdk4 and quantified Cdk4 IB signals using Li-Cor Image Studio Lite. (**C**) Co-IP detection of cyclin D1 in the cytoplasm and nuclear fractions. Anti-p27kip antibody was used in IP and anti-cyclin D1 antibody in IB. Quantification of WB was done using Image Studio Lite. q-PCR quantification of *Cdk4* and *cyclin D1 (CCND1)* mRNA expression, presented as the mean value and SD, fold above control. *p < 0.05 compare to control by One-way Anova. IP-immunoprecipitation, IB-immunoblot. The blots (**B**,**C**) were cut prior to hybridization and the origin blots are provided (see Supplementary Fig. S7 online).

Cyclin D2 is a G_1_/S phase-specific cyclin and forms a complex with Cdk4/6 that mediates the G_1_/S transition. We detected reduced nuclear cyclin D2 protein by immunofluorescence and IP of cytoplasmic and nuclear fractions in THRA K283Q/K288R-transfected cells, compared to THRA and control (Fig. 6A–C). *Cyclin D2* mRNA was decreased 36% in mutant cells compared to control (p < 0.034) (Fig. 6D). Cdk2 is another important factor regulating the G_1_/S phase transition. Cdk2 moves into the nucleus and, together with Cdk4, sequentially phosphorylates retinoblastoma protein (Rb). Cdk2, as shown by immunofluorescence staining and IP, localized to the nucleus in control and THRA-transfected cells. In THRA K283Q/K288R-tranfected cells, however, there was significantly less Cdk2 protein in the nucleus (Fig. 6E–G). Cdk2 mRNA levels were reduced 20% in THRA K283Q/K288R-transfected cells (Fig. 6H), indicating that reduced nuclear Cdk2 protein was associated with impaired Cdk2 gene expression and reduced nuclear translocation. These data show that expression of THRA K283Q/K288R is associated with slowing of the G_1_/S transition. We observed reduced nuclear localization of the cyclinD-Cdk complex and reduced mRNA levels of the cell cycle regulating genes, Cyclin D1, Cyclin D2 and Cdk2 in the G1 phase.

**Figure 6:**
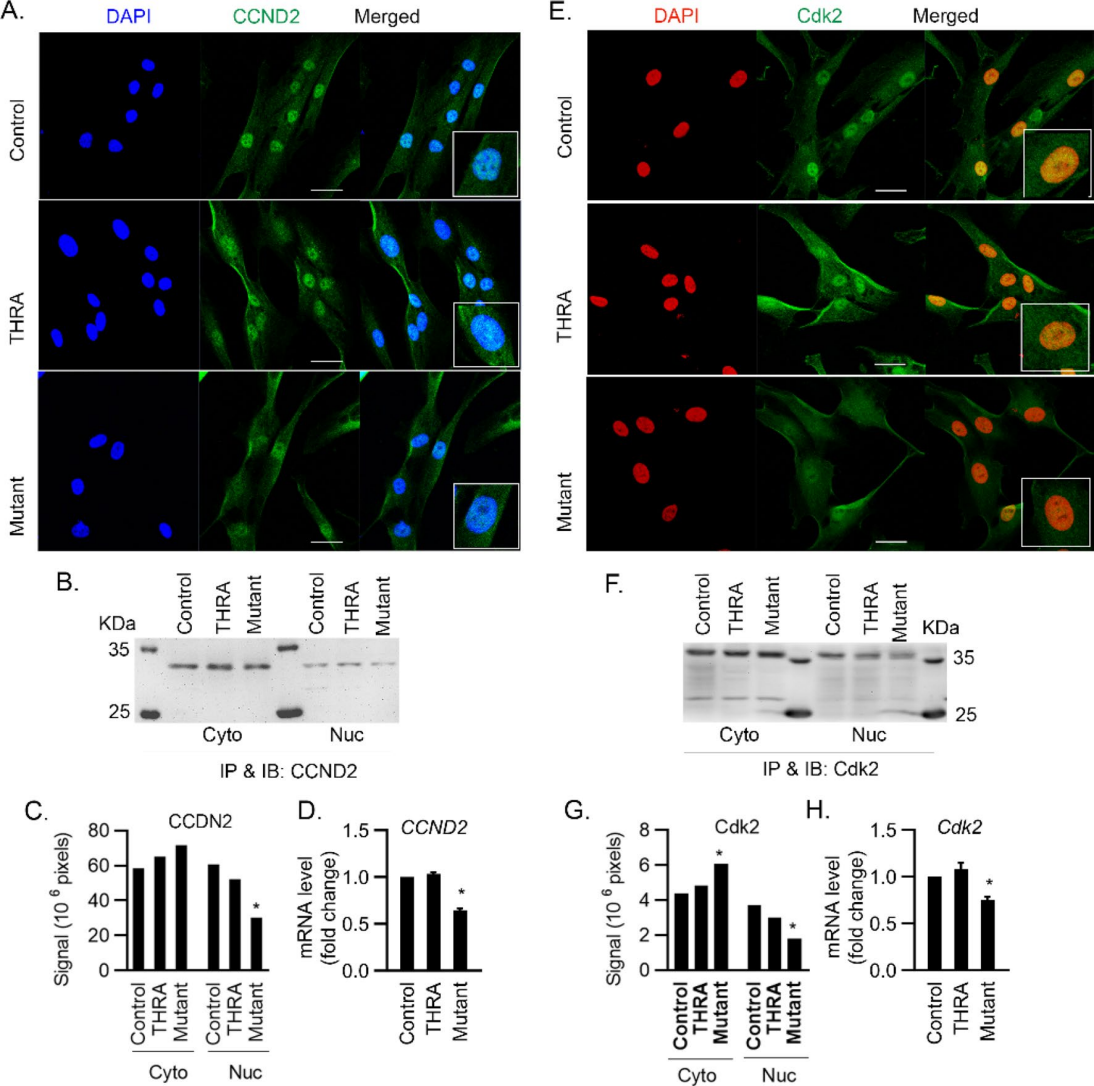
Nuclear localization of Cyclin D2 and Cdk2 in human primary preadipocytes expressing THRA K283Q/K288R. Cell treatment and conditions are the same as described in the Fig. 4 legend. (**A**,**E**) IF detection of nuclear cyclin D2 (CCND2) and Cdk2 protein with DAPI stain of nucleus. Circled inset shows higher magnification. (**B**,**F**) detection of nuclear CCND2 and Cdk2 protein using IP and followed by IB with anti-cyclin D2 antibody and anti-Cdk2 antibody, and quantified by Li-CoR Imaging Studio lite (**C**,**G**). (**D**,**H**) q-PCR analysis of *CCND2* and *Cdk2* mRNA and fold-change from control is shown. Primers were pre-designed (Qiagen). *p < 0.05 as statistically significant by One-way Anova for qPCR data, and by Two-way Anova for IB quantification Scale bar, 50 μm. The blots (panels B and F) were cut prior to hybridization and the origin blots are provided (see Supplementary Fig. S8 online).

### Delayed G_1_/S transition

We performed cell cycle analysis by Flow Cytometry to evaluate S-phase entry (Fig. 7A). Cells were synchronized by serum withdrawal and then cells were released to the G_1_ phase by serum supplementation. At baseline, 0 h (before adding serum), the number of cells in G_1_ phase was not significantly different among the different plasmid-transfected cells (Fig. 7B). The fraction of cells in S phase, 16 h after serum supplementation, was 44.7% in control and 47.5% in THRA-expressing cells, but reduced to 37.5% (*p* < 0.01) in cells expressing THRA K283Q/K288R (Fig. 7C). The S phase lag persisted at 24 h in THRA K283Q/K288R-transfected cells, compared to control and THRA-transfected cells. The late S-phase entry delayed DNA synthesis and the expansion of cellular content, resulting in a reduced proliferation rate.

**Figure 7:**
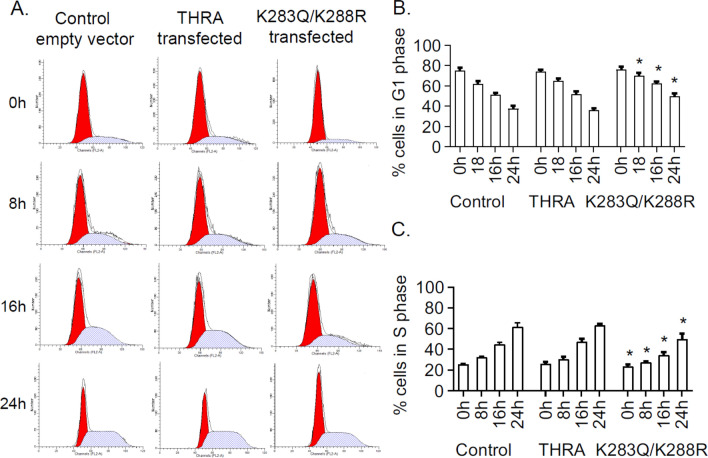
Analysis of cell cycle progression in human preadipocytes. (**A**) Cell cycle progression was analyzed by Propidium iodide Flow Cytometer. Cell synchronization is the same as describe in the Fig. 4 legend. After serum starvation, cells were supplemented with 10% serum for a period of 0, 8, 16, 24 h. At each time point, cells were collected and analyzed by flow cytometry. Percentage of cells in G_1_ phase (**B**) and S phase (**C**), obtained from flow cytometry for each time point is shown. *P < 0.05 as statistically significant compared with control and THRA at the same time point by One-way Anova analysis.

### Influence of the THRA K283Q/K288R on CREB- and AP1-mediated gene expression

To determine in an unbiased fashion the signaling pathways disrupted by the desumoylated THRA, we screened the transcription factors important in the G_1_ phase regulation, using a functional reporter assay. CREB, P53, C-myc, SMAD, FoxO1, SP1 and AP1 are critical transcription factors for expression of genes important for cell cycle regulation^18–30^. CREB, C-myc, SP1 and AP1 are positive regulators of cell cycle progression^30–33^ and P53, SMAD and FoxO1 are negative regulators, promoting cell cycle exit^34–36^. We used luciferase reporters carrying multiple (6x) consensus response elements for each transcription factor and determined the functional activity of these transcription factors in cells transfected with empty vector (control), and vectors expressing THRA and THRA K283Q/K288R. The luciferase activity was not different between control and THRA-transfected cells for all transcription factor studied. However, in THRA K283Q/K288R-transfected cells, luciferase transcription-mediated by CREB and AP1 were reduced 46% (p < 0.05) and 53% (p < 0.05), respectively and P53 and SP1 were increased 31% (p < 0.05) and 53% (p < 0.05), respectively, compared to control cells (Fig. 8A). The transcription activity mediated by c-Myc, SMAD and FoxO1 was barely detectable. CREB, AP1 and SP1 are known to regulate the expression of *CCND1* (*cyclin D1*), *CCND2* (*cyclin D2*) and *Cdk2* and the response elements for these factors have been identified^19,22,27^. THRs has been previously shown to antagonize CREB-mediated transcription^37–39^. Based on these findings, we focused on the effects of the desumoylated THRA on CREB-mediated transcription for these key cell cycle genes.

**Figure 8:**
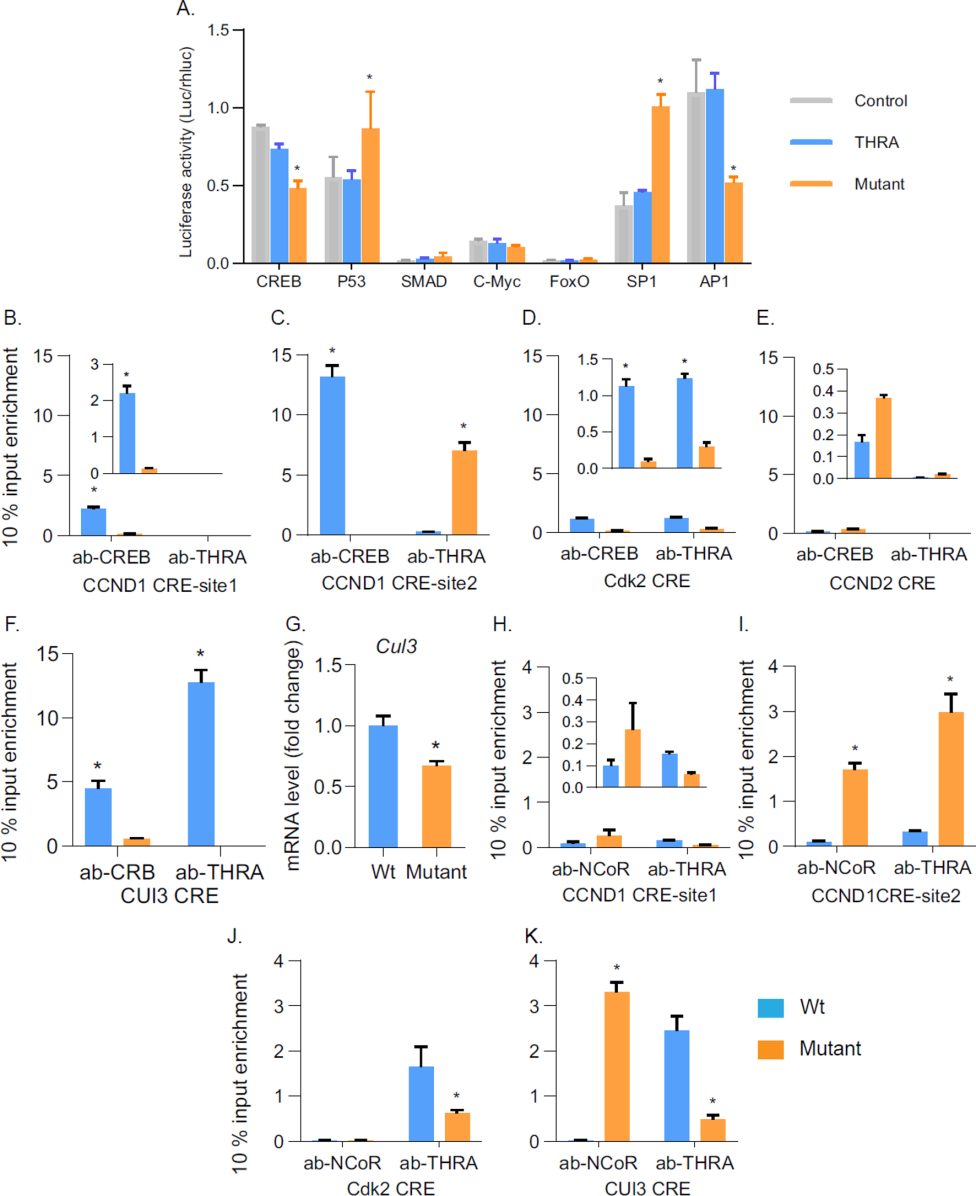
Expression of THRA K283Q/K288R associated with altered CREB binding to the cAMP Response Element (CRE) of cell cycle regulatory genes. (**A**) Human preadipocytes were transfected by electroporation with luciferase reporter containing multiple copies of a response element for each transcription factor tested. Each transfection had 6 replicates and the data shown is the average with SD. Statistical analysis was formed using One-way Anova. (**B–F**) ChIP analysis of CREB-THRA interaction on CREs. Preadipocytes were isolated from wild type mice and mutant mice. After synchronization, cells were supplied with serum for 8 h prior to harvest for ChIP assays of CRE on CCND1, CCND2 and Cdk4 promoter. For Cul3 gene promoter, cells were supplemented with serum for 12 h. (**G**) q-PCR analysis of *Cul3* gene expression in cells supplied with 12 h of serum after synchronization. (**H**–**K**) ChiP assay of THRA requirement of Nuclear Co-Repressor (NCoR) effects on CREs. The antibodies used were anti-THRA, anti-CREB, and anti-NCoR. PCR was performed for 35 cycles. Normal rabbit IgG was used as the negative control in ChIP assays. All ChIP data shown are after deducting the negative control and expressing as % input enrichment. Input was 10% of total pre-cleared lysate. Statistical analysis was performed using Student *t*-test. CREB, cAMP response element binding protein; *P53* tumor suppressor protein, *c-Myc* cellular homolog of myc oncogene,* FoxO1* forkhead box protein 1, *Sp1* specificity protein 1, *AP1* activator protein 1.

### Altered THRA–CREB interaction in preadipocytes isolated from THRA K283Q/K288R mutant mice

THR does not bind directly to the CREB response element (CRE) but has been shown, in previous studies, to interact with CREB, as demonstrated by pull-down and co-IP assays^37,40,41^. We postulated that the sumoylation-defective THRA K283Q/K288R influenced protein–protein interactions between THRA and CREB, resulting in reduced expression of cell cycle genes. There are four potential CREs in the mouse *CCND1* gene, numbered *CCND1*-site1 to- site 4, equivalent to the human orthologue *CCND1* gene^32,42^. To detect the influence of THRA K283Q/K288R on protein-DNA and protein–protein interaction, we isolated preadipocytes from THRA K283Q/K288R mutant and wild type mice (abbreviated as mutant-preadipocytes and wt-preadipocytes). The mouse preadipocytes were synchronized by serum withdrawal for 36 h and then cultured with 10% serum for 8 h prior to harvesting nuclear protein for the ChIP assay. The initial ChIP assay, using anti-CREB antibody, showed that CREB bound to two of the four putative CREs (CCND1-site1 and CCND1-site2) in the G_1_ phase (Table1). In the remainder of the studies, only these two active sites were evaluated. In addition, the effects of THRA on CREB binding to CREs in the CCND2, Cdk2 and *Cullin3* (*Cul3*) gene promoters were investigated by ChIP assay (Table 1).

**Table 1:** Location of CREB binding sites in mouse gene and q-PCR primers for ChIP assays.

Gene	TF	Chr	TF-BS position (chr)	ChIP q-PCR length (bp)	ChIP detection	Primers for qPCR
CCND1	CREB	7	152123548	179	No	F: 152123639 5’-caccatgtctgtggtgaaaccact R: 152123460 5’-gtgcctctagaaatactaaggggac
CCND1	CREB	7	152124370	170	No	F: 152124490 5’-gatgtccactgagctcctgac R: 152124320 5’-gcgagacacaatggtggcgt
CCND1	CREB	7	152125045	165	Yes	F: 152125140 5’-tgcaggctgagcttctgtgg R: 152124975 5’-ataatattggcacgagcggcc
CCND1	CREB	7	152128311	170	Yes	F: 152128350 5’-gacctttcaagttgccgccag R: 152128209 5’-aggaaccctcgcgactaagc
Cdk2	CREB	10	128137056	107	Yes	F: 128137124 5’- gaggcagaggcagttggat R: 128137027 5’-ccagagagaatatatcggaacaa
Cdk2	CREB	10	128142068	139	No	F: 128142145 5’-ctatggaggtatagtcaggtat R: 128141946 5’-tctctgcctttctcagcctc
CCND2	CREB	6	127101069	143	Yes	F: 127101100 5’-gaggagatctaactgcccttcc R: 127100957 5’-aagagtggaaggtgggcgagc
CUL3	CREB	1	80337196	126	Yes	F:80337280 5’-tctgggccggatctcgtctc R:80337154 5’-gctccctttatcgcgctcct

CREB enrichment to the CCND1-site 2 was 7-times greater than that to CCND1-site 1 in wt-preadipocytes, indicating that the CCND1-site 2 is the primary CREB binding site (Fig. 8B,C). THRA from Wt-preadipocytes did not interact with CREB in either CCND1-site1 or site2 (Fig. 8B,C, orange bars). In mutant-preadipocytes, a very small amount of CREB was enriched to the CCND1-site1 and none to the CCND1-site 2. The THRA K283Q/K288R from mutant preadipocytes had significant enrichment (7.8%) to the CCND1-site 2 (Fig. 8C), indicating THRAK283Q/K288R is associated with reduced CREB DNA-binding.

The Cdk2 gene contains two potential CREs, but only one site had detectable CREB binding in our initial ChIP assays, which is referred as Ckd2 CRE (see Table 1 for location and sequence). In Wt-predipocytes, both THRA and CREB, were enriched at the Cdk2 CRE with similar enrichment, 1.3% and 1.2%, respectively (Fig. 8D). In mutant-preadipocytes, overall enrichment of CREB and THRA K283R/K288Q to this site was significantly reduced to 0.093% and 0.26% respectively. We speculate that fully sumoylated THRA facilitates CREB DNA binding on CDK2 CRE and THRA K283Q/K288R reduced CREB binding to the site. In the CCDN2 gene promoter region, low CREB enrichment was detected and THRA enrichment was negligible (Fig. 8E). Although the *CCND2* mRNA levels was reduced in mutant preadipocytes, it was not due to reduced activation by CREB but may be the result of reduced AP1. There is an AP1 binding site located in the *CCND2* promoter^23^. THRB is known to directly interact with AP1 protein^43,44^. The reporter assays demonstrated that AP1-mediated luciferase activity was reduced in mutant preadipocytes, consistent with reduced *CCND2* mRNA due to the influence of THRA K283Q/K288R on AP1-mediated transcription.

Cullin 3 (Cul3) is the core component of cullin-RING-based BCR (BTB-Cul3-RBX1) E3 ubiquitin-protein ligase complex, which targets cyclin E for ubiquitin-directed degradation and controls S-entry^45^. The S entry delay and reduced *Cul3* mRNA seen in human primary preadipocytes transfected with sumoylation-defective THRA K283Q/K288/R may be associated with altered CREB-mediated Cul3 gene transcription. We examined the CREB binding to CRE of the *Cul3* gene. In wt-preadipocytes, the enrichment of CREB and THRA to the CRE was 4% and 12%, respectively (Fig. 8F). THRA enrichment was greater than CREB, suggesting that THRA may be able to bind in the vicinity of the CRE and facilitate *Cul3* mRNA expression. In mutant-preadipocytes, the enrichment of THRA K283Q/K288R and CREB to the *Cul3* gene was eliminated, resulting in a reduction in Cul3 mRNA by 36% (*p* < 0.045) (Fig. 8G). The ChIP results indicate that in the presence of THRA K283Q/K288R CREB-mediated gene expression of *CCND1*, *Cdk2* and *Cul3*, was altered, consistent with the finding of delayed G_1_/S transition in THRA K283Q/K288R-transfected human preadipocytes.

### THRA K283Q/K288R is associated with reduced CREB binding to DNA and recruitment of NCoR

NCoR is a key regulator in THR-mediated transcription repression. NCoR protein contains two regions that specifically interact with unliganded THR^46^. Although THRA K283Q/K288R does not reduce T3 binding, as shown in a reporter assay, reduced sumoylation may alter the interface of THRA with other regulatory proteins. Using ChIP assays, we investigated whether an abnormal interaction between THRA K283Q/K288R and NCoR alters CREB-mediated transcriptions in Wt-preadipocytes. At the *CCND1*-site1, neither THRA nor NCoR were enriched (Fig. 8H**)**. At the *CCND1*-site2 (Fig. 8I), the enrichment of NCoR and THRA was detectable in very low levels in wt-preadipocytes, consistent with the lack of interaction between THRA and CREB on the *CCND1* gene (Fig. 8C). In contrast, in mutant-preadipocytes, both THRA K283Q/K288R and NCoR were highly enriched and CREB reduced on the CCND1-site2.

Enrichment of THRA, but not NCoR, was observed at the *Cdk2* CRE (Fig. 8J), indicating that THRA may interacts with CREB. At the *Cul3* CRE, NCoR enrichment was not detectable in Wt-preadipocytes, although THRA enrichment was dominant (Fig. 8K). In mutant-preadipocytes, NCoR was enriched at the *Cul3* CRE but not THRA K283Q/K288R, suggesting others factors contributing to NCoR enrichment. Concurrent recruitment of THRA K283Q/K288R and NCoR to *CCND1* CRE-site 2 suggests that desumoylation of THRA alters THRA interaction with NCoR and CREB.

The ChIP data suggests that reduced THRA sumoylation may play a role in THRA interaction with other transcription factors, such as CREB and could impact the expression of *CCND1*, *Cdk2* and *Cul3* genes. Additionally, THRA sumoylation may be important for interaction with NCoR.

## Discussion

TH is essential for cell proliferation during development and in regeneration after injury, as shown in a range of cellular and animal models^2^*.* TH regulates stem cell proliferation in the intestine, heart, brain, bone and skeletal muscle. In most tissues the stem cell proliferation is mediated by THRA, however, In the liver, regeneration of hepatic cells is regulated by THRB. THRA modulates the proliferation of the intestinal epithelial progenitors at the bottom of the crypts^3,47,48^. THRA/TH regulates cell growth and differentiation in the myocardium by stimulating specific genes and the AKT/mTOR pathway^49–51^. In the adult mouse brain, disruption of thyroid hormone signaling reduces neuroprogenitor survival, proliferation and differentiation^52–54^. In skeletal muscle THRA mediates myogenesis and tissue repair in response to injury^55^. THRA regulates bone growth and turnover via regulating differentiation of chondrocytes and osteoblasts and ossification^56,57^.

We used the THRA K283Q/K288R mouse model to investigate the impact of THRA sumoylation on adipocytes and fat deposition. In human primary preadipocytes, exogenous expression of mutant THRA (K283Q/K283R), was associated with reduced nuclear protein content of cyclin D1, cyclin D2 and Cdk2 and downregulation of gene expression, leading to the delay of G1/S transition. In our mouse model, mutation at the THRA-SUMO conjugation site, K283Q/K288R, was associated with reduced WAT stores and reduced proliferation of preadipocytes as assessed by in vivo and in vitro labeling studies.

In general, an increased fraction of adipose stem cells, preadipocytes, is characteristic of metabolically healthy fat with the ability to expand fat storage by hyperplasia and reduce fat deposition in organs^58^. Adipocyte diameter varies by fat depot as well as differences in fat depot characteristics between genders. Expansion of fat stores by adipocyte hypertrophy and larger adipocytes diameter has been associated with insulin resistance and metabolic diseases. A number of studies, however, have associated smaller adipocyte diameter with insulin resistance and Type 2 diabetes^59^. A clinical study with 40% overfeeding for 8 weeks showed that those with smaller adipocyte diameter at baseline had a greater increase in insulin resistance that those with larger adipocytes^60^. Single cell expression profiling of adipose progenitors has shown at least three distinct populations of pre-adipocytes, further showing the complexity of assessing the role of preadipocytes in expansion of adipocyte stores^61^. Our mice with a THRA sumoylation site mutation showed a reduction in fat stores and serum leptin, although did not show significant adverse metabolic consequences of reduced preadipocytes. Addition of a high fat diet resulted in a greater difference between mutant and wt mice in the fraction of body fat and fat stores. Reduced fat stores may also be the result of enhanced energy expenditure. The impact of the desumoylated THRA on thermogenesis and metabolic rate will need to be directly evaluated.

The THRA sumoylation mutant was associated with reduced preadipocyte proliferation in the in vitro and in vivo model, so we investigated the pathways that may be involved. In the cell cycle G0/G1 transition, D-type cyclins D1 and D2 are rapidly synthesized to meet the cellular proliferation demand. cAMP response element binding protein (CREB), is an important regulator of the cell cycle through direct regulation of genes, including *cyclin D1* (*CCND1), cyclin D2* (CCND2) and cyclin-dependent kinase 2 (*Cdk2)*^19,22,27^. THRs has been previously shown to antagonize CREB-mediated transcription by direct protein–protein interaction, independent of T3, as has been demonstrated previously in pituitary specific-Pit1 and interleukin (IL)-6 promoters^37–39^. A recent characterization of a desumoylated THRB showed a direct disruption of CREB-mediated gene transcription in the thyroid on genes important for thyroid hormone synthesis^15^. A functional screen of transcription response element promoters in our in vitro model, indicated reduced CREB signaling in the presence of desumoylated THRA.

SUMO conjugation alters receptor DNA-binding as well as interaction with binding partner and other transcription factors, altering gene expression and influencing cellular growth, proliferation and cellular function^62^. We utilized a ChIP assay to determine how the presence of the THRA sumoylation mutant influenced CREB signaling. The association of desumoylated THR with CREB inhibits CREB phosphorylation and ligand-dependent recruitment of coactivators, which impairs the CREB-mediated transcription and reduces cell proliferation^37,38^.

The role of THR/T3 in development has spatial and temporal specificity. THR may interact with various signals to facilitate the cellular demand in stem cells proliferation, although such activity does not occur in mature lineages. *CCND1*, *CCND2* and *Cdk2* mRNA level were reduced in G1 phase of mutant-preadipocytes. However, there was no change in mature adipocytes (WAT). 

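In the RNA-seq of inguinal WAT, *Ccnd1* (ENSMUSG00000070348, chromosome 7 of GRCm38, 144929931 to 144939925), the gene of cyclin D1, was at 42 ± 8.1 (SD, n = 3) normalized CPM in mutant mice and 57.7 ± 5.14 (SD, n = 3) in Wt mice. Its log2 fold change was -0.47 (standard error 0.16, adjusted p = 0.131, limma). *Ccnd2* (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193), the gene of cyclin D2, was at 211 ± 6.91 (SD, n = 3) in mutant mice and 228 ± 5.75 (SD, n = 3) in Wt mice, a log2 fold change of -0.11 (standard error 0.07, adjusted p = 0.407, limma). *Cdk2* (ENSMUSG00000025358, chromosome 10, 128697939 to 128705031) was at 31.2 ± 2.53 (SD, n = 3) in mutant mice and 38.2 ± 3.19 (SD, n = 3) in Wt mice, with a log2 fold change of -0.29 (standard error 0.10, adjusted p = 0.145, limma). For each of the 3 genes, the values of the mutant mice lay below those of all Wt mice, an ordering that chance gives for 10% of genes in either direction with 3 mice against 3 (exact permutation p = 0.1, two-sided, the smallest possible). Adjusted over all genes tested, 0 of the 3 passed the FDR of 0.05. Adjusted over these 3 genes alone, 2 passed, with an adjusted p of 0.0399 for both *Ccnd1* and *Cdk2* and of 0.19 for *Ccnd2* (limma). The adjusted p over all genes with the replicate block was 0.0279 for *Ccnd1*, 0.0271 for *Cdk2* and 0.19 for *Ccnd2* (limma), so that 2 passed. The block rests on a pairing of the mice that is not established. *Cdk4* (ENSMUSG00000006728, chromosome 10, 127063534 to 127067920), the kinase partner of the D-type cyclins, had a log2 fold change of -0.27 (standard error 0.11, adjusted p = 0.203 without the replicate block and 0.0321 with it, limma). *Cdk4* shares 641 exonic bases with *Tspan31* on the other strand, and *Ccnd1* shares 1100 with the gene listed as LTO1.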

The gene expression of D-type cyclins and Cdks are regulated by multiple transcription factors. For example, in addition to the two CREB binding sites, the *CCND1* promoter region, within 200 bp of transcription starting site (TSS) also contains binding sites for AP1, Ets, SP1, Egr1, TCF, NF_k_B and SATA5^63^. These transcription factors may act in spatial and temporal manner. CREB is involved in G1 phase regulation.

The mutation in THRA sumoylation site was associated with alterations in CREB binding, with an observed reduction in gene expression. The THRA mutant mouse model permitted us to study the physiologic function of THRA-SUMO conjugation, without disrupting the DNA binding and T3-mediated signaling properties of THRA. In a previous report, a mutation in the second zinc finger of THRB disrupted THRB augmentation of PI3K signaling, independent of T3, but did not impair direct TH action or THR binding to DNA^64^. THR residues that do not mediate direct nuclear signaling are important for modulating cell signaling pathways. A number of factors, independent of T3, have been shown to regulate cytoplasmic and nuclear localization of THR, including posttranslational modification by acetylation^65^. This nuclear-cytoplasmic shuttling may be importat in cell cylce regulation. THRA sumoylation may play a role in preadipocyte proliferation though CREB-mediated gene expression of G1 regulators.

The mouse with a THRA gene mutation and reduced sumoylation had smaller fat pads and adipocyte diameter, as well as a marked reduction in serum leptin. These differences in fat deposition between mutant and wt mice was increased by placing mice on a high fat diet. Alterations in metabolic rate may contribute to the reduced fat stores. We measured a reduction of preadipocyte proliferation in vitro and in an in vivo model. We hypothesize that reduced THRA sumoylation disrupted CREB signaling and interfered with cell cycle regulation. Although the role of preadipocytes likely varies by fat depot, a reduced fraction of preadipocytes are characteristic of obese individuals and those with insulin resistance. THR sumoylation may play a role in the regulation of preadipocyte proliferation and maintainance of cardiometabolic health.

## Materials and methods

### Animal use approval

Animal care and research protocol were approved by the institutional IACUC of VA Greater Los Angeles Healthcare System and in accordance with the Guide for the Care and Use of Laboratory Animals**.** All methods were carried out in accordance with ARRIVE Guidelines.

### Generation of sumoylation defective THRA K283Q/K288R mutant mice

The mutant mice were generated using FLP/FRT recombinase-mediated cassette exchange techniques (see Supplementary Fig. S1 online). The mutant mice were generated in C57BL/6NTac background. ES cells was derived from C57BL/NTac mice and manipulated to create the desired targeted mutation in the mouse *Thra* gene. The ES cells with the *Thra* gene mutation were used as donors and injected to the acceptor embryos of the C57BL/6NTac mice. The embryos were implanted back to C57BL/NTac female mice. The pups, then, have the exact C57BL/6NTac genome except the specific *Thra* mutation. The mutation is located at exon 8 of *THRA* gene. The mutations are located at 1367nt (A to C) and 1381 nt (A to G) based on NCBI accession # NM_178060.4. 

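Codons 283 and 288 were located in the transcript of *Thra* that encodes THRA in GENCODE M21 (GRCm38), which has 9 exons and 2246 bases. Both lie in exon 8, at chromosome 11, 98763529 to 98763787, on the + strand. Codon 283 is AAG, and its change to CAG (K283Q) is A847C counted from the A of the start codon and A1277C counted from the start of this transcript, at position 98763652 of the chromosome. Codon 288 is also AAG, and its change to AGG (K288R) is A863G in the coding sequence and A1293G in the transcript, at position 98763668. The changed bases are thus 16 bases apart. The reference sequence of the 16 codons from 278 to 293 is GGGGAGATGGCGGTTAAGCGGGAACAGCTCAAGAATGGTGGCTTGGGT, which encodes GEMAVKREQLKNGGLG. The transcript record that the paper cites was not used here.

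**Figure D2:**
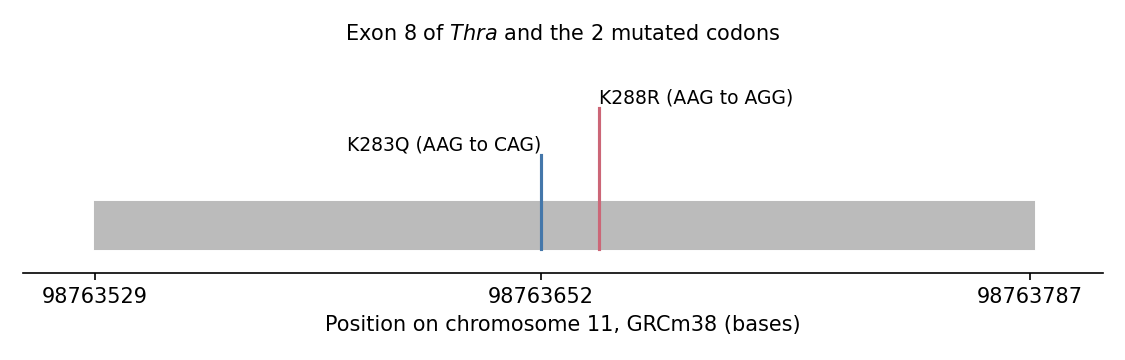
Exon 8 of *Thra* (grey box) on chromosome 11 of GRCm38, drawn to scale, with position in bases on the horizontal axis. The blue line marks the changed base of codon 283 at 98763652 and the red line that of codon 288 at 98763668.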

The homozygous mutation was confirmed by direct DNA sequencing and High Resolution Melting curve. The homozygous mice were then bred to the same strain for at least three generations prior to using them in experiments. We used in-house bred C57BL/6NTac mice with identical genetic background and living environment as the mutant mice for controls.

### Animal care and experiments

Mice were maintained in a standard 12-h light/12-h dark cycle with access to water and food ad libitum. Male mice were used in the study. Fasting serum T4, T3 and TSH and non-fasting serum leptin and adiponectin, were determined using Milliplex MAP magnetic Bead panel (Millipore Inc). Fasting serum cholesterol, free fatty acid and triglycerides levels were analyzed by Elisa Kit (Cayman Chemicals Inc). Fasting insulin using Elisa Kit from Crystal Chemical Inc.

### Western blot detection and quantification of THRA and sumoylated THRA

Subcutaneous fat was dissected from Wt and THRA K283Q/K288R mice (n = 3/genotype). The tissues were rinsed in PBS and immediately lysed in RIPA buffer with complete protease inhibitors and SUMO peptidase inhibitor 20 μM N-ethylmaleimide (final concentration). After centrifugation at 12,000×*g* for 10 min at 4 °C, the clear supernatant (total lysate) was collected. Two 10% SDS gels were prepared for western blots. Protein (35 μg/ lane) was loaded on the SDS gel. Upon completion of electrophoresis, the protein was transferred to PVDF membrane and Ponceau stained prior to blocking. The membrane #1 was blotted with anti-THRA (1:500, Abcam Inc) and #2 blotted with anti-SUMO2 (Developmental Studies Hybridoma Bank, 1:500). Membranes were imaged with Immobilon Forte Western HRP substrate (Millipore Inc). The western blots were quantified using Li-Cor Image Studio Lite. Western blot detected THRA and SUMO-THRA was normalized for total protein (Ponceau stained membrane) and presented as % total protein.

### Isolation and culture of mouse primary preadipocytes

Mouse primary preadipocytes were isolated from subcutaneous adipose tissue of wild type and THRA K283Q/K288R mutant mice using the method described previously^66^. In brief, 6 week-old male mice (n = 6) were euthanized. Subcutaneous fat pads were dissected, washed with PBS, and minced in 1 mL of advance DMEM/-F12 medium containing dipeptidase II (2.4 U/mL/10 mM CaCl_2_) and collaginase D (1.5 U/mL). After 1 h digestion at 37 °C with agitation, the digestion was stopped by adding complete DMEM medium containing 10% FBS. After centrifuge for 10 min at 700 × g, the pellet (stromal vascular fraction) was collected, resuspended in 1 mL PBS, and filtered through a 40 μM cell strainer, and then plated to 1% collagen coated plates. After 1 h of plating, cells were carefully washed with warm PBS to remove unattached debris and fresh medium was added. The isolated cells were used immediately in subsequent experiments.

### Chromatin immunoprecipitation (ChIP) assay

Preadipocytes isolated from inguinal fat were synchronized to G_1_ phase as described the above. After the cells were re-fed with 10% calf serum for 8 h, cells were fixed with formaldehyde (final concentration 1%) for 10 min. Fixation was then stopped with the addition of glycine. The remainder of the procedure followed the manufacturer’s instructions for ChIP Kit (Qiagen Inc). For each ChIP reaction, 2 million cells were used. The antibodies used were anti-THRA (ab2743 ChIP grade, rabbit, Abcam Inc.), anti-NCoR (17-10260, ChIP grade, rabbit, Millipore Inc.), and anti-CREB (ab31387, ChIP grade, rabbit, Abcam Inc.). Normal rabbit IgG was used as negative control. The Input was 10% pre-cleared total lysate. The purified DNA was PCR amplified for 35 cycles with triplicates. The data shown was deducted from negative control and expressed as % Input enrichment. ChIP q-PCR primers were Qiagen pre-designed and are shown (Table 1).

### In vivo EdU (5-ethynyl-2’-deoxyuridine) labeling of dividing preadipocytes in mice

EdU (Invitrogen) was prepared 50 μg/mL in saline and was administered to 3 week old mice (n = 2) at 50 μg/g BW (i.p.). Twelve hours after injection, mice were euthanized and inguinal fat was fixed in 4% paraformaldehyde in 4 °C overnight. The frozen tissue blocks were sectioned (12 μM thickness). The EdU was detected by Click-IT chemistry following the manufacturer instructions (Thermofisher Scientific Inc.). The sections were then washed with PBS and blocked in blocking buffer (10% goat serum and 0.03%tritonX-100 in PBS) for 30 min prior to incubation with anti-β-catenin antibody (Santa Cruz Biotech.) at dilution 1:25 overnight at 4 °C, followed by goat-anti-rabbit Alexa Fluro 568 at dilution 1:2000 for 2 h at room temperature. The section was mounted with a coverslip using ProLong Gold anti-fade reagent containing DAPI for staining nucleus. The sections were searched at × 10 magnification for vascular stromal areas and then these areas were examined in a × 20 magnification field. EdU-incoporated dividing cells were quantified by counting the green fluorescent labeled nucleus in three consecutive fields with 20X magnification in each mouse.

### EdU labeling of proliferating preadipocytes cells isolated from mutant mice

Cells were isolated from the subcutaneous WAT of 6 week old wild type and mutant mice, grown to contact inhibition (48 h post 100% confluence), and then re-plated to 4-chamber slides at 2 × 10^4^ cells per chamber. EDU (Clik-it EDU kit) was added to culture medium at a final concentration of 10 μM and incubated for 4 h in the culture incubator. Following fixation, cells were stained with Alexa Flour (594 or 488) for imaging. The number of EdU incorporated cells were quantified by counting total visible cells in a slide for 6 randomly selected frames and divided by the total visible DAPI labeled cells in these frames and presented as % DAPI stained cells.

### Cell diameter quantification

Mice (n = 3/group) were fed with regular chow diet. The tissues were fixed by trans-cardial perfusion with 4% paraformaldehyde. Subcutaneous WAT was collected and paraffin embedded to prepare sections. The histology sections were imaged using Apical Imager. The cell diameter was quantified using ImageScope at similar location of inguinal fat pads of Wt and mutant mice. For each genotype, three sections were quantified at maximum enlargement for three consecutive frames. A total of 360 cells were measured for each genotype.

### Quantification of total number of preadipocyte isolated from subcutaneous WAT of each mice

Preadipocytes were isolated from stromal vascular fraction (SVF) of subcutaneous fat of each mice (n = 3/genotype) as described above. Cells were collected and diluted in DMEM at low density. The number of preadipocytes were counted, using a hemocytometer, for 6 aliquots from each mouse.

### Cell culture and transfections

Human primary preadipocytes from non-diabetic donors (Lonza Inc) were maintained in PBM-2 medium with 10% FBS supplement (Lonza Inc). Cells were transfected with control plasmid (empty vector) and plasmids expressing hTHRA or hTHRA K283Q/K288R by electroporation, using a 4D Nucleofector device and primary cell-specific reagent (Lonza Inc).

### G_1_ phase synchronization

Primary human preadipocytes (Lonza Inc) were grown to complete confluence and maintained for 48 h post-confluence. Cells were then trypsinized, washed twice with warm PBS and cultured in PBM-2 medium without serum for 48 h. Primary preadiocytes isolated from the inguinal fat of Wt and THRA K283Q/K288R mutant mice were grown in DMEM with 10% calf serum to 80% confluence, then cultured for 3 days in DMEM with 0.5% calf serum before serum withdrawn. We observed that human primary preadipocytes tolerated 72 h of serum withdrawal without signs of apoptosis, but primary preadipocytes isolated from mice tolerated only 36 h of serum withdrawal. Preadipocytes from mice were, therefore, serum starved for 36 h to achieve G_1_ synchronization. The number of cells synchronized to G_0_/G_1_ was measured by flow cytometry. To release cells to the cell cycle, 10% serum was supplied for the period (0, 8, 16 and 24 h). Cells that underwent prolonged serum withdrawal required longer than the usual period in G_1_ phase to recover the cellular content and cellular activity before entering S phase. For this reason, G_1_/S transition was analyzed 9 h after the cells were refed with serum.

### Immunofluorescent (IF) staining and confocal imaging

Human primary preadipocytes were plated in chamber slides. Cell culture conditions, serum withdrawal and refeeding conditions, were the same as described for cell synchronization studies. Cells, 9 h after serum refeeding, were fixed with 4% paraformaldehyde, permeabilized in 0.2% TritonX-100/PBS, and then blocked with 5% goat serum in PBS. Cells were incubated with primary antibodies at 1:100 concentration overnight and secondary antibodies at 1: 250 for 1 h. Cells were then washed, mounted with Prolong Gold/DAPI (Life Science Inc.) and imaged using Zeiss Laser Scanning Microscope (LSM 710). The details on the antibodies details, see the section describing Western blot and IP/Co-IP procedures.

### Cell cycle analysis by flow cytometry

Human primary preadipocytes were synchronized by serum withdrawal for 48 h. Cells were collected at various time points (0, 8, 16 and 24 h), after supplementation with 10% serum, and fixed for flow cytometry analysis with propidium iodine.

### Quantitative RT-PCR analysis

Total RNA was isolated from cells (Qiagen kit). Primers used in q-PCR were pre-evaluated by Qiagen. The data were normalized with four housekeeping genes (GAPDH, beta-Actin, beta2-microglobulin and HPRT) and shown as the average of triplicate determinations.

### RNA-seq analysis of gene expression

Total RNA was isolated from Inguinal fat of 3 month old male mice (n = 3/genotype) and used in RNA-seq analysis. The library construction, RNA-seq and data analysis were performed by the Genomic Core Facility at UCLA.

### Fractionation of nuclear and cytoplasmic proteins, immunoprecipitation (IP/co-IP) and Western Blot

Nuclear and cytoplasmic proteins were isolated using a Nuclear and Cytoplasmic Extraction Reagent (NE-PER) Kit (ThermoFisher Inc.) following the manufacturer’s instructions. The fractioned components were used for IP/co-IP experiments. After IP/Co-IP, protein was separated by 10% SDS-PAGE, blotted to a PVC membrane, detected with antibodies, imaged, and quantified using Li-Cor Image Studio Lite. Antibodies used for IP/co-IP/WB were anti-cyclin D1 (sc-20044, mouse), anti-cyclin D2 (sc-181, rabbit), anti-CDK4 (sc-260, rabbit) and anti-Cdk2 (sc-163, rabbit), obtained from Santa Cruz Biotech Inc. Antibodies for p27^kip^ (3686, rabbit), were from Cell Signaling Tech. All antibodies were used at 1:500 dilution for Western blot and 1:50 dilution for IP and co-IP experiments.

### Luciferase reporter assay

Human primary preadipocytes were grown to contact inhibition, so cells would cease to proliferate. Cells were then trypsinized and transfected with Luciferase reporter using 4D Nucleofector device and plated to 96-well dishes at 60% confluence, allowing cells to proliferate. Each Luciferase reporter (Qiagen Inc) contains six copies of a consensus response element for the transcription factors tested. Luciferase activity was determined 10 h after transfection using a Dual luciferase kit (Promega Inc.). The data are shown as the mean value of 6 replicates with standard deviation (SD).

### Statistical analysis

PCR data was analyzed by 2-tailed student *t*-Test for paired comparison. For other experiments, One-way ANOVA or two-way ANOVA were used for statistical analysis. All data represent the mean value with standard deviation (SD). *P* ≤ 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information.

## Data Availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information files). RNAseq data has been deposited in NCBI Gene Expression Omnibus (GEO) access GSE182723.

# Supplementary material for: Thyroid hormone receptor alpha sumoylation modulates white adipose tissue stores
**Source:** Sci Rep. 2021 Dec 16;11:24105. doi: 10.1038/s41598-021-03491-6
**Supplement:** Supplementary file 1 — Supplementary Information.

**Thyroid Hormone Receptor Alpha Sumoylation Modulates White Adipose Tissue Stores**

Yan-Yun Liu^1,*^, Jingjing Jiang^1,a^, Sujie Ke^1,b^, Anna Milanesi^1^, Kiyomi Abe^1,c^, Gilberto Gastelum^1^, Jianrong Li^1,b^ Gregory A. Brent^1,*^

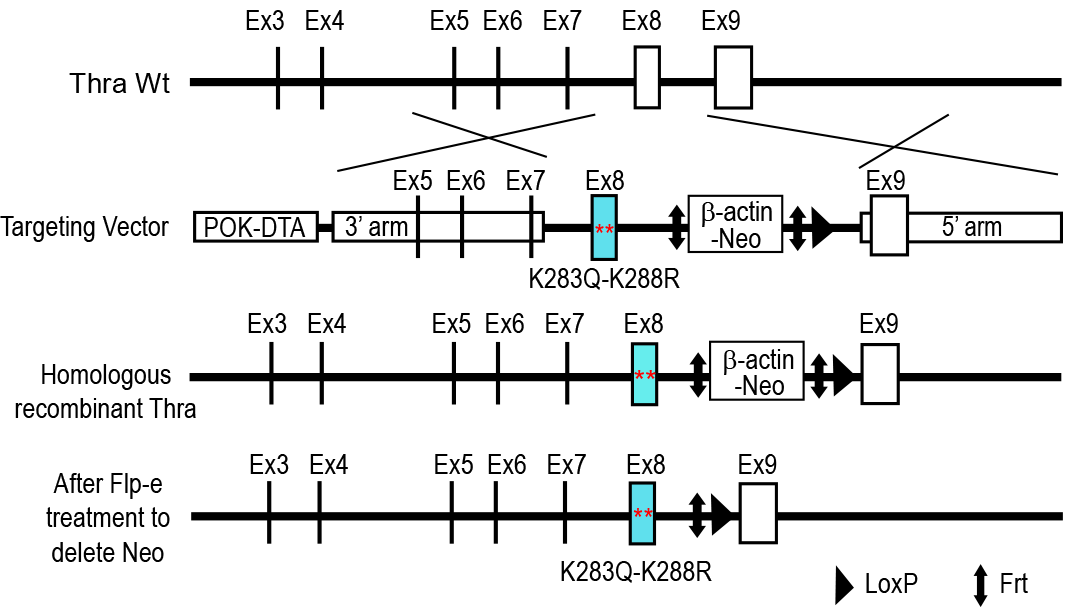

**Supplemental Figure 1.** Generation of a “Knock-In” allele to mutate the *Thra* gene by a sequence replacement strategy. The targeting construct contains the K283Q and K288R mutations in exon 8, a 5.2kb 5’ arm of homology (containing exons 5-7), a 5.2 kb 3’ arm of homology (containing exon 9), a Diphtheria Toxin A (DTA) cassette, and a Neomycin (Neo) cassette flanked by frt sites for selective deletion. The Neo element allows for positive selection in Embryonic Stem (ES) cells, while the DTA element permits negative selection. After homologous recombination of the “Knock-In” construct, the Neo is excised *via* Flp-e administration. The resulting homologous recombinant THRA allele contains the K283Q and K288R mutations.

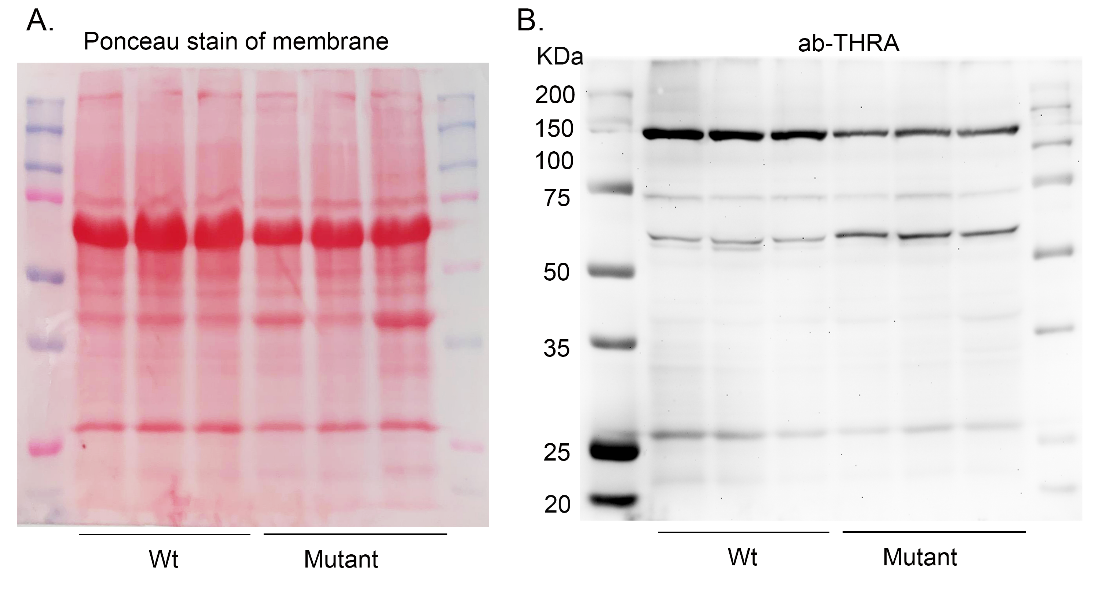

**Supplemental Figure 2.** Western blot detection of THRA and sumoylated THRA. Subcutaneous fat was dissected from Wt and THRA K283Q/K288R mice (n=3/genotype). The tissue was lysed in RIPA buffer with complete protease inhibitors and 20 μM N-ethylmaleimide, a SUMO peptidase inhibitor. Two identical 10% SDS gels were prepared for western blot analysis. Protein (35 μg/ lane) was loaded on the SDS gel. After completion of electrophoresis, the protein was transferred to a PVDF membrane. (A) Membrane stained with Ponceau stain prior to blocking. (B) Membrane blotted with anti-THRA Ab (1:500, Abcam Inc).

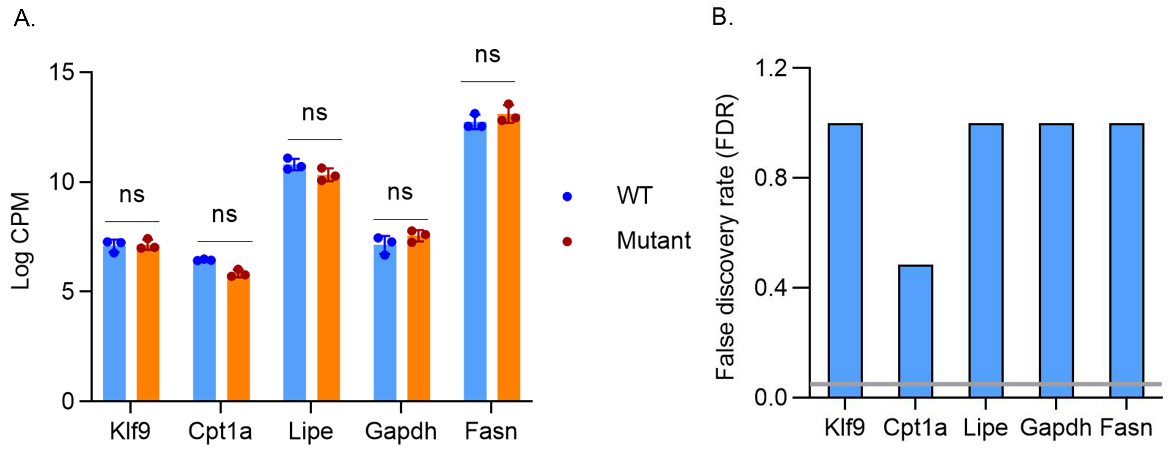

**Supplemental Figure 3.** Gene expression of thyroid-hormone dependent genes and controls in white adipose tissue.

Mice (n=3/genotype), 3 months old, were euthanized and inguinal fat was isolated. RNA was extracted and RNA-seq analysis performed. The magnitude of mRNA expression is shown as Log CPM (A) and the expression significance was determined by False Discovery Rate (FDR) (B) All comparisons of mRNA expression comparing wild-type (wt) and mutant mice were not significant (ns, FDR >0.05). 

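Log CPM is the log2 of the normalized CPM, so that 1 unit is a doubling, and the FDR is the p-value of the genotype difference adjusted for the number of genes tested. The paper's text does not name the test behind the FDR. Computed as the mean of log2(value + 0.5) over 3 mice, the expression was 7.15 in mutant mice for *Klf9*, which is 0.05 above Wt. It was 6.45 in Wt and 5.84 in mutant mice for *Cpt1a*, 10.80 and 10.33 for *Lipe*, 7.14 and 7.55 for *Gapdh*, and 12.74 and 13.10 for *Fasn*. Adjusted over the 5 genes of the figure alone, the p of limma was 0.0031 for *Cpt1a*, 0.194 for *Lipe*, 0.2 for *Gapdh*, 0.53 for *Fasn* and 0.804 for *Klf9*. The corresponding values with the replicate block were 0.00306, 0.00306, 0.0982, 0.0822 and 0.712. With 1 mouse left out at a time, the log2 fold change of *Cpt1a* stayed between -0.71 and -0.55. Its adjusted p over all genes (limma) was then between 0.0226 and 0.0727, and was under 0.05 only without mutant mouse 1 or mutant mouse 2. For *Lipe*, the log2 fold change lay between -0.63 and -0.32 in these fits, with an adjusted p (limma) of 0.203 to 0.431.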

Klf9-Kruppel Like Factor 9, Cpt1a-Carnitine Palmitoyltransferase 1A, Lipe- Hormone Sensitive Lipase, Gapdh-Glyceraldehyde 3-phosphate dehydrogenase (control), Fasn-Fatty Acid Synthase

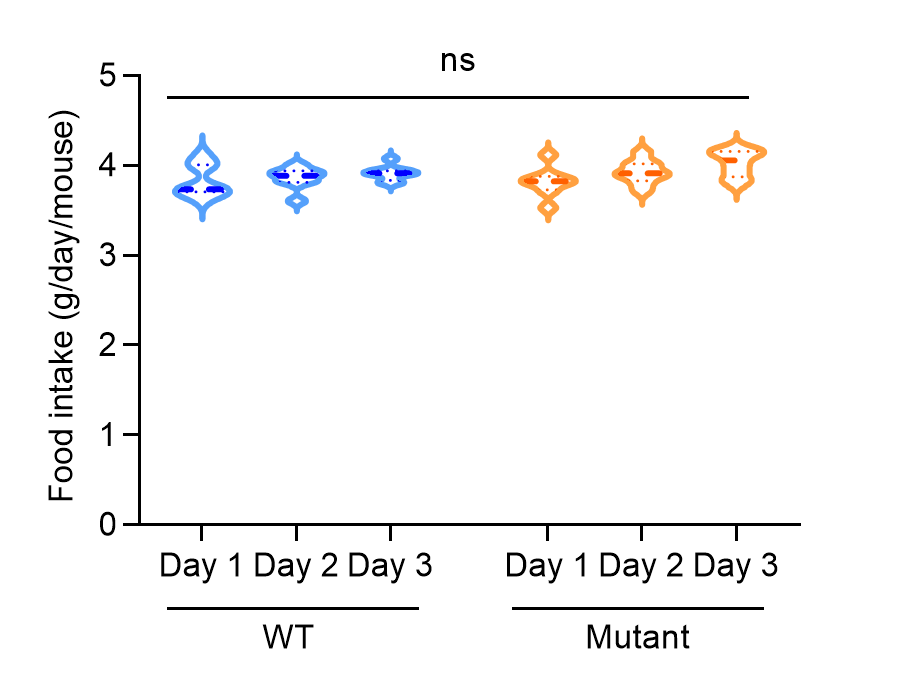

**Supplemental Figure 4.** Food intake in wild-type (Wt) and THRA K283Q/K288R mice. Three month old male mice (n=8/genotype) were placed in metabolic cages with free access to food and water and acclimated to the cages for one week. Data for daily food intake was acquired for three consecutive days. The data is presented as average daily food intake (g/day/mouse) as well as the distribution of individual values. Statistical analysis was performed using One-Way ANOVA. ns-not significant

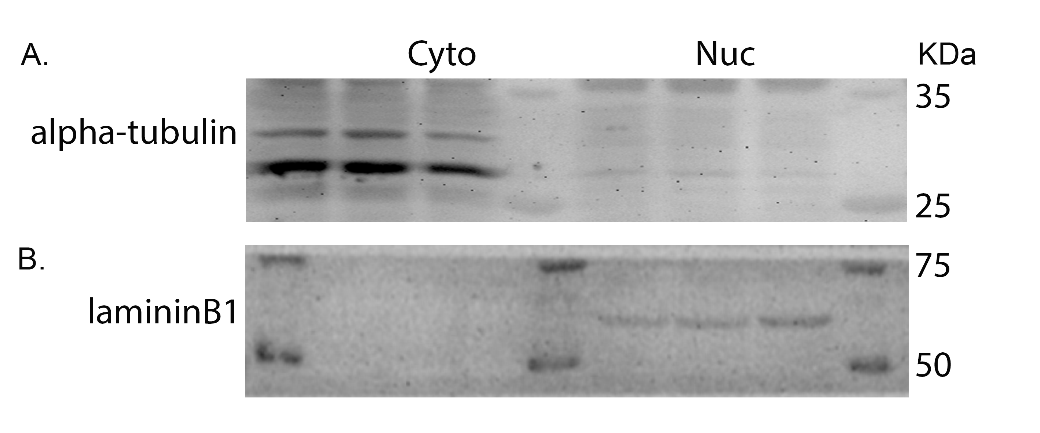

**Supplemental Figure 5. Markers for cytoplasmic and nuclear fractions.**

Human preadipocytes were serum starved for 48 hours and released into cell cycle by addition of 10% serum to the culture media. After 9 hours, cells were collected and fractionated into cytoplasmic (Cyto) and nuclear (Nuc) fractions. The quality of fractionation was analyzed by immunoblots with (A) anti-alpha tubulin Ab as a cytoplasmic marker (1:500) and (B) anti-laminB1 Ab as a nuclear fraction marker (1:500). Both antibodies were from Santa Cruz Biotechnology. The blots (panels A and B) were cut prior to hybridization and the origin blots are provided (see Supplementary Fig. S10 online).

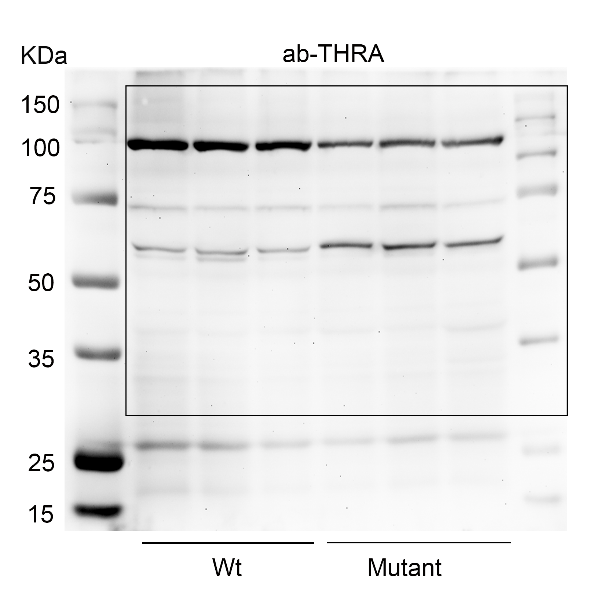

**Supplemental Figure 6. Full Western blot image for figure 1C.** Framed region indicates the cropped portion used in Figure 1C. This full Western blot is the same blot shown in supplementary figure 2B.

A.

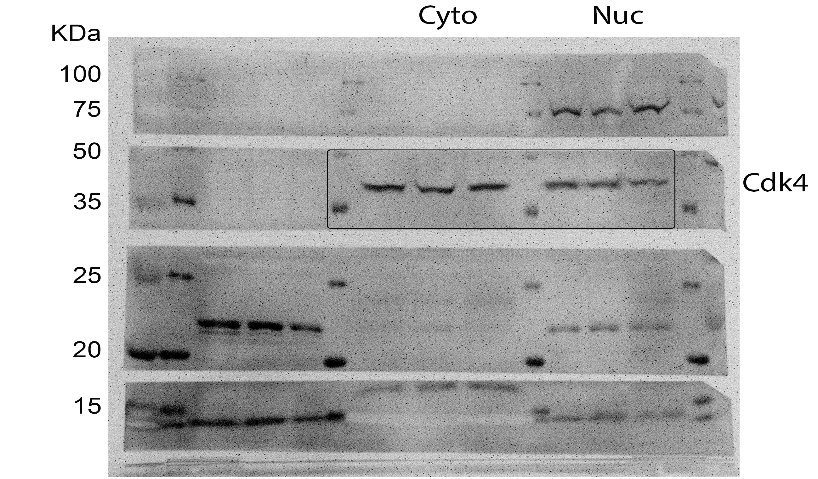

B.

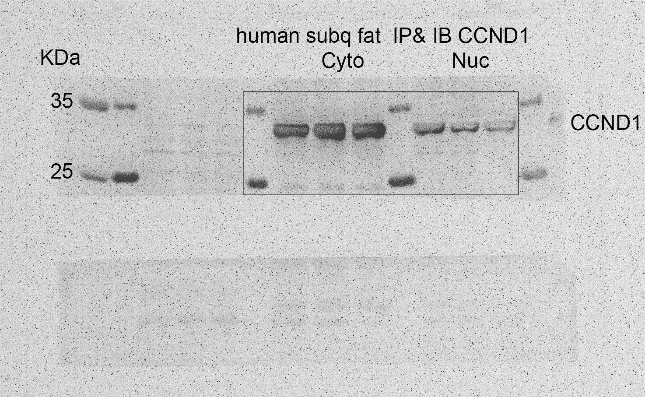

C.

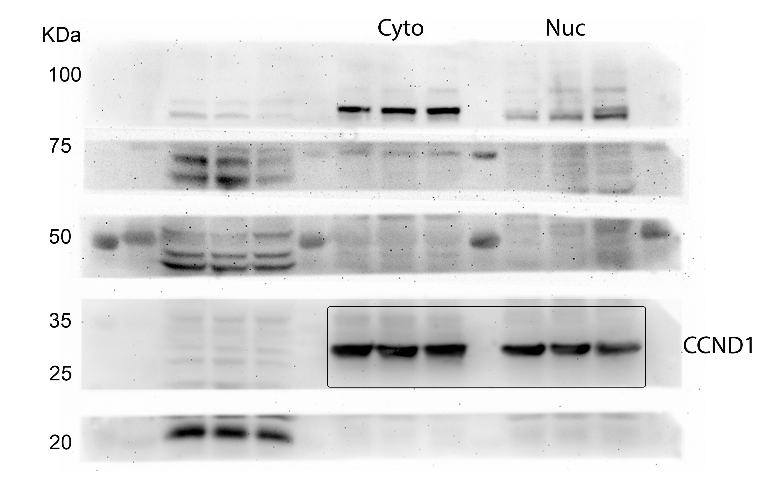

**Supplementary Figure 7.** Full image of origin immunoblots. The framed regions were used in Figure 5B and 5C. (A) IP-IB membrane with anti-Cdk4 Ab for Figure 5B and (B) IP-IB blot with anti-CCND1 Ab for Figure 5C. (C) CCND1 Western blot with anti-CCND1 antibody. A complete membrane that includes CCND1 detection from a similar experiment is shows to indicate the overall position of the positive CCND1 band. The membranes were divided horizontally in order to detect multiple proteins with different antibodies. The membrane fragments are aligned sequentially to show the origin blot. Cyto-cytoplasmic, Nuc-nuclear

A.

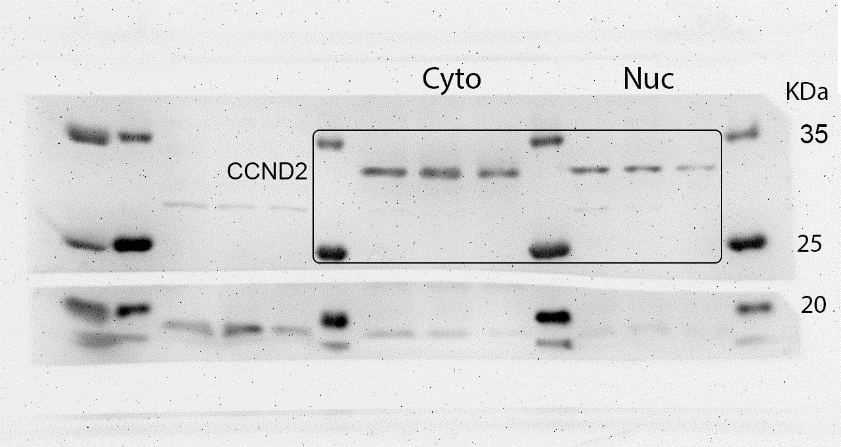

B.

**
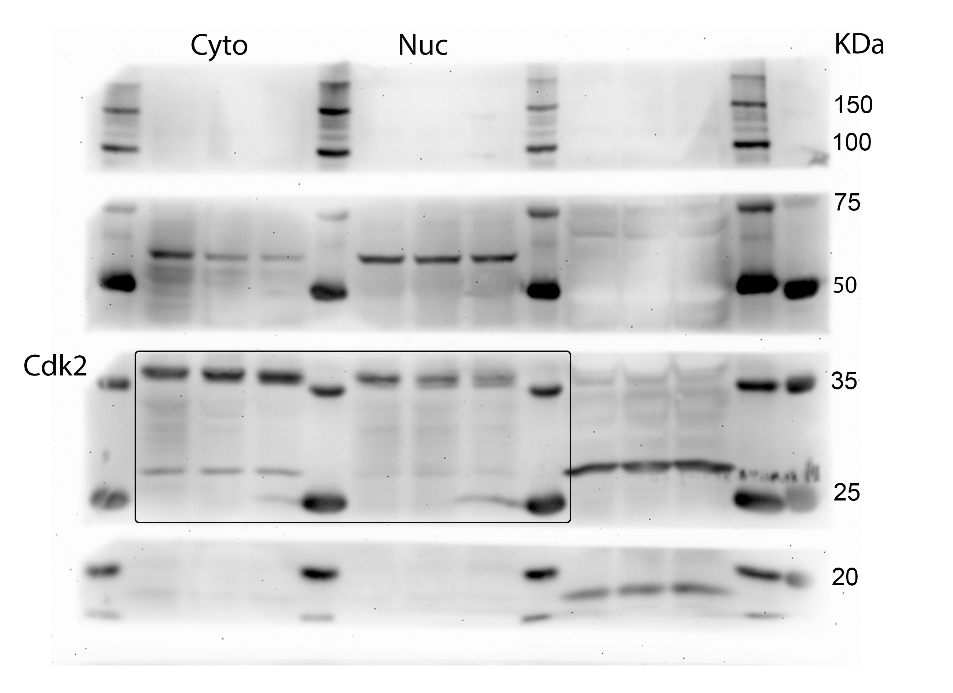
**

**Supplementary Figure 8. Full images of blots.** (A) IP-IB blot with box showing the anti-CCND2 section used in Figure 6B (B) The IP-IB blot with box showing the anti-Cdk2 used in Figure 6F. The membranes were divided horizontally in order to detect multiple proteins with different antibodies. The membrane fragments are aligned sequentially to show the origin blot.

A.

**
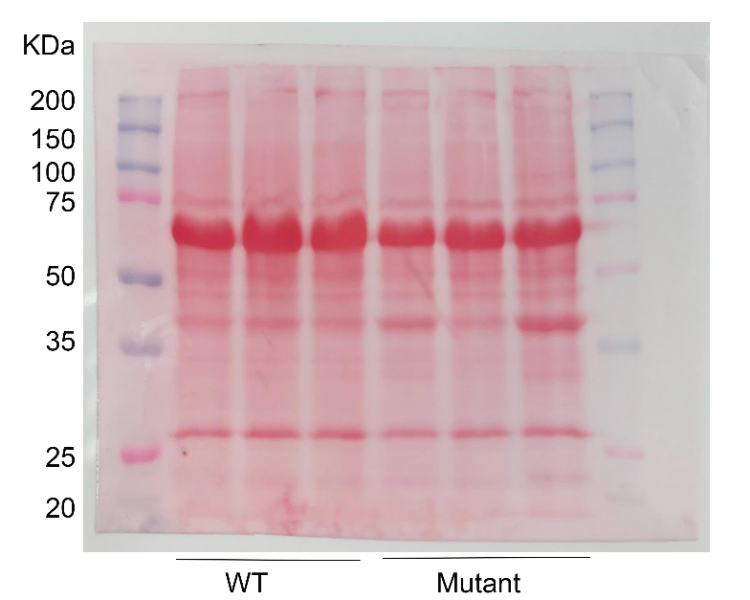
**

B.

**
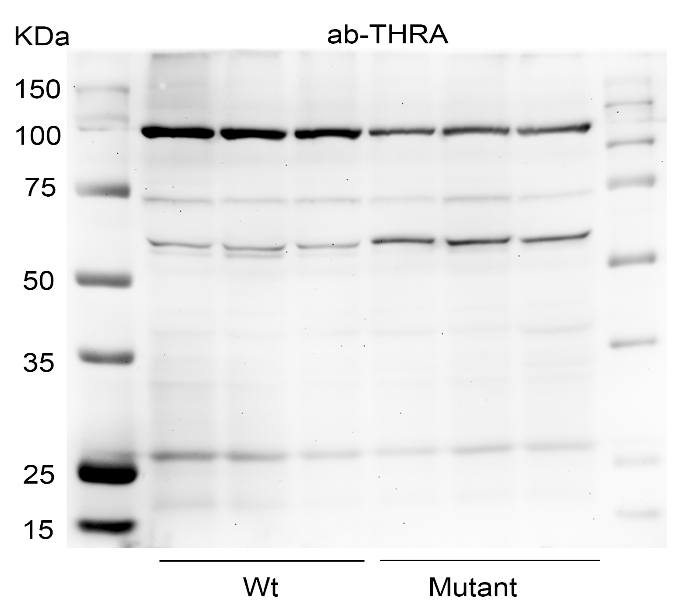
**

**Figure 9. Images of membranes used in Supplementary Figure 2.** (A) Ponceau red stain of membrane used in S Figure 2A and (B) Western blot with anti-THRA Ab used in Supplementary Figure 2B.

A.

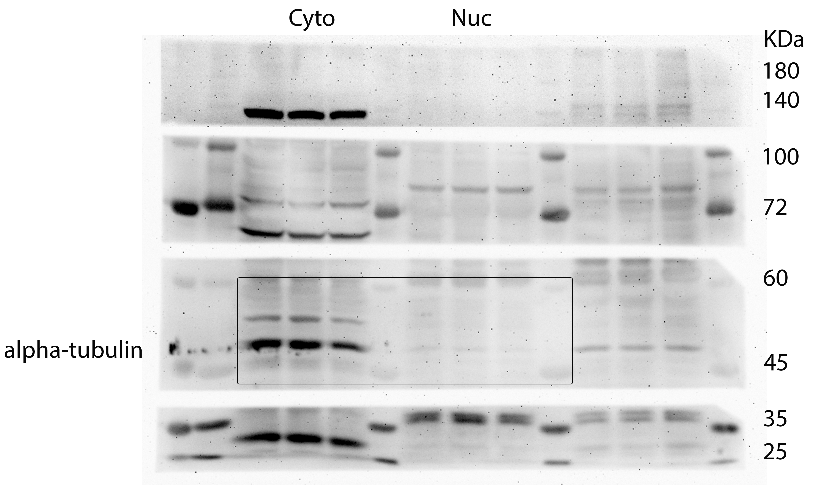

B.

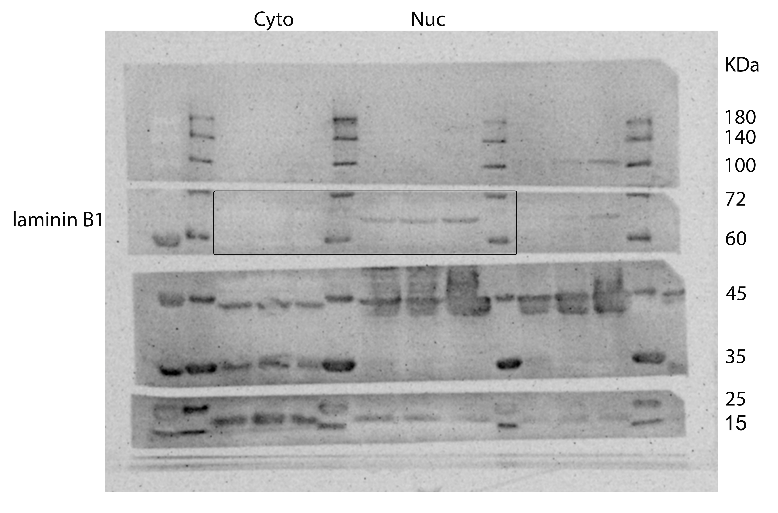

**Figure 10. Western blot images for Supplemental Fig 5.** (A) Western blot with anti-alpha tubulin for S Fig 5A and (B) Western blot with anti-lamin B1 used in S Fig 5B. The membranes were divided horizontally in order to detect multiple proteins with different antibodies. The membrane fragments are aligned sequentially to show the origin blot. Cyto-cytoplasmic, Nuc-Nuclear

**Supplemental Table 1.** RNA-seq IPA (QIAGEN software) analysis of canonical pathways (Z-score >0.5)

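Canonical pathways and upstream regulators were assigned by Ingenuity Pathway Analysis (IPA), which compares a list of changed genes with curated gene sets. The z-score of IPA gives the predicted direction of a pathway or regulator from the directions of its genes. The paper's text does not give the threshold by which the genes were chosen. Among the 16868 genes tested, 1368 differed between mutant and Wt inguinal fat at an FDR of 0.05 (limma), with 928 higher and 440 lower in mutant mice. With the replicate block, which moved the count most among the alternatives set before the data were examined, there were 4063, of which 1733 were higher, and all 1368 were among them. With the other 5 pairings of Wt with mutant mice as the block, which were tried after the data were examined, there were between 201 and 4305. Genes that are overlapped on the other strand by a gene at least 10 times as abundant make up 1192 of those tested and 578 of the 1368, and 576 of these 578 were higher in mutant mice.

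Supplementary Tables 1 and 2 name 63 molecules, of which 62 were matched to a gene and 61 were tested. The symbol NRA had no match, and *Kng1* had too few reads. An unadjusted p under 0.05 (limma) was found for 60, the exception being *Acat2* (log2 fold change -0.00, standard error 0.19, adjusted p = 0.994). Past an FDR of 0.05 there were 45 molecules without the replicate block, 37 higher and 8 lower in mutant mice, and 55 with it. These molecules are the paper's own selection from the same libraries, so the counts carry no independent information on them. An abundant gene on the other strand overlaps 8 of the 61, among them *Tulp2*, overlapped by *Dhdh* with a ratio of 202.

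Among the upstream regulators, *Ucp1* (ENSMUSG00000031710, chromosome 8 of GRCm38, 83290352 to 83298452) fell from 12.7 ± 4.6 (SD, n = 3) to 3.4 ± 0.148 (SD, n = 3) normalized CPM, a ratio of means of -3.74 as a signed fold change, where the paper's value is -3.76. Its adjusted p was 0.0187 without the replicate block and 0.0119 with it (limma). *Agt* (ENSMUSG00000031980, chromosome 8, 124556534 to 124569706) was 2.31-fold higher, and 2.31 is also the paper's value, with an adjusted p of 0.052 and 0.00632 (limma, without and with the replicate block). *Epcam* (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129) had a signed fold change of -6.32 against the paper's -6.29. This change rested on Wt mouse 1, at 14.5 against 2.09 and 2.36 in Wt mice 2 and 3, and the adjusted p was 0.185 and 0.104 (limma, without and with the replicate block). Without Wt mouse 1 the signed fold change was -2.23. *Npas2* (ENSMUSG00000026077, chromosome 1, 39193731 to 39363236) and *Arntl* (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126) were 4.4-fold and 3.03-fold higher, against the paper's 4.388 and 3.03. Their adjusted p was 0.00166 and 0.00309 without the replicate block and 0.00563 for both with it (limma), and the clock genes *Tef* and *Hlf*, which are in neither table, were lower, with log2 fold changes of -0.89 and -1.08. *Isl1* (ENSMUSG00000042258, chromosome 13, 116298281 to 116309689) was 6.2-fold higher, where the paper's value is 6.21, with an adjusted p of 0.0318 and 0.00699 (limma, without and with the replicate block), from only 6, 15 and 7 reads in Wt mice 1, 2 and 3. With 1 mouse left out at a time, its ratio lay between 4.55 (without mutant mouse 2) and 9.65 (without Wt mouse 2). The adjusted p of *Isl1* in these fits was between 0.0173 and 0.117 (limma).

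*Wt1* (ENSMUSG00000016458, chromosome 2, 105126529 to 105173616) had 0, 1 and 1 reads in the Wt mice and 55, 31 and 60 in the mutant mice. Since the Wt mice were under the floor of 3 reads, its fold change is a lower bound, at least 17.8-fold higher, and the paper's value is 66.659. The adjusted p was 0.00414 without the replicate block and 0.00765 with it (limma). The mesothelial marker gene *Upk3b*, which is in neither table, was also higher, by 4.53 on the log2 scale (adjusted p = 0.00487, limma). *Ren1* (ENSMUSG00000070645, chromosome 1, 133350510 to 133360325) had 0, 0 and 15 reads in the Wt mice and 524, 254 and 591 in the mutant mice. It was 105-fold higher, against the paper's 100.66, with an adjusted p of 0.00269 and 0.00479 (limma, without and with the replicate block). The Wt mean rests on mouse 3. With 1 of the other mice left out, the ratio lay between 70.3 and 131. Without Wt mouse 3 the Wt mice had 0 reads, and the ratio of 163 is then a lower bound, taken against the floor of 3 reads. PER, the remaining regulator, is not the symbol of a single gene. *Per2* and *Per3*, which are listed among its targets, were lower, with log2 fold changes of -1.39 and -1.21 (adjusted p = 0.00293 and 0.00417, limma). Their ratios of means were -2.71 and -2.33 as signed fold changes, where the paper's value for PER is -2.7.

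**Figure D3:**
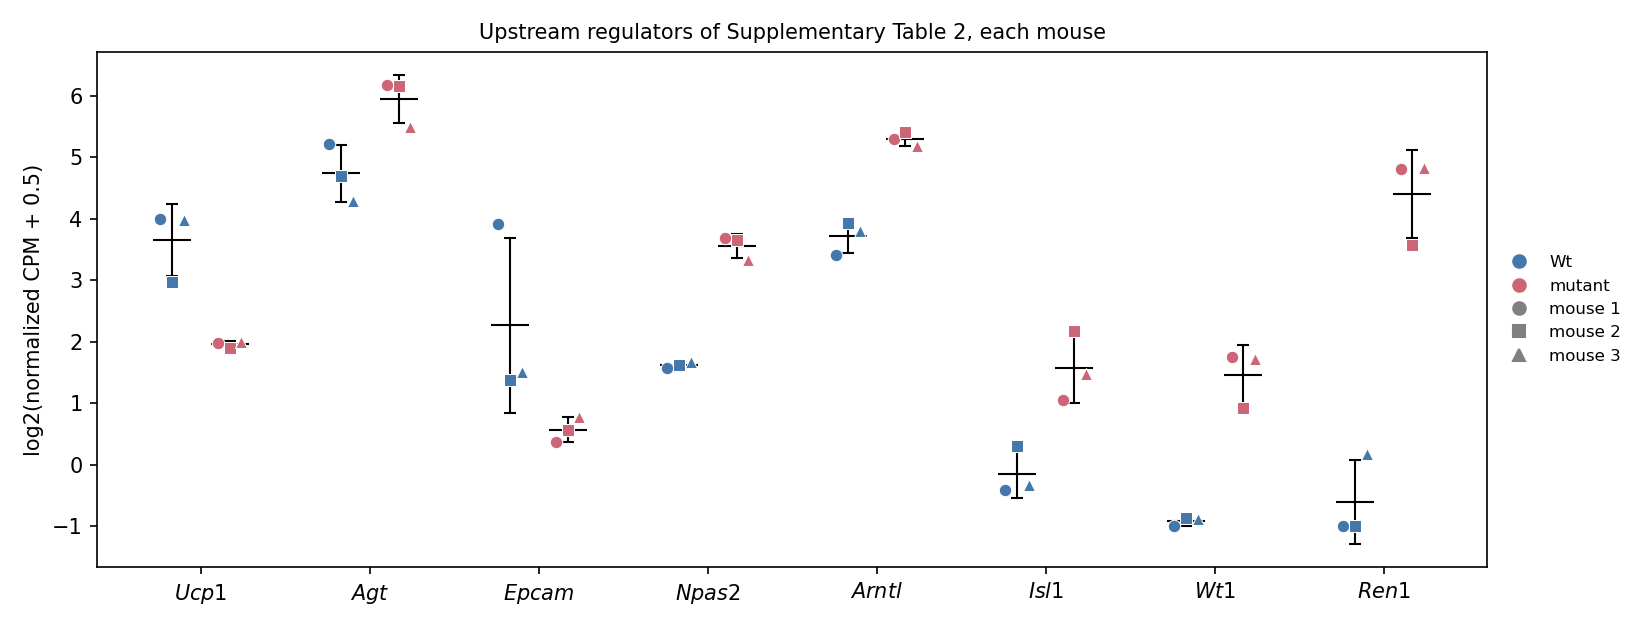
Expression of 8 upstream regulators of Supplementary Table 2 in inguinal fat, as log2(normalized CPM + 0.5). Each point is 1 mouse (blue, Wt; red, mutant; circle, square and triangle, mice 1, 2 and 3), the horizontal bar is the mean and the error bar the SD (n = 3 mice per genotype). The groups are apart for all 8 genes, and the Wt spread is widest for *Epcam*.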

RNA was from 3 months old mice (n=3/genotype).

| **Ingenuity Canonical Pathways** | **-log(p-value)** | **z-score** | **Molecules** |
| --- | --- | --- | --- |
| Protein Kinase A Signaling | 1.86 | -0.816 | AKAP6,FLNC,MYH2,MYL2,MYL6B,PDE6H,PPP1R3C,PTPN3,PTPRQ,  TNNI1,TULP2 |
| RhoGDI Signaling | 1.55 | -2.236 | ACTC1,CDH3,GNAL,MYL2,MYL6B,PAK3 |
| Regulation of Actin-based Motility by Rho | 1.49 | 2 | ACTC1,MYL2,MYL6B,PAK3 |
| CXCR4 Signaling | 1.2 | 2 | EGR1,GNAL,MYL2,MYL6B,PAK3 |
| LXR/RXR Activation | 1.2 | 2 | AGT,ALB,APOD,KNG1 |
| RhoA Signaling | 1.14 | 2 | ACTC1,LPAR4,MYL2,MYL6B |
| Signaling by Rho Family GTPases | 1.03 | 2.23 | ACTC1,CDH3,GNAL,MYL2,MYL6B,PAK3 |
| cAMP-mediated signaling | 0.777 | 1.12 | AKAP6,GNAL,GPR17,PDE6H,  TULP2 |
| Cardiac Hypertrophy Signaling | 0.74 | 1 | ADRA1D,GNAL,MAP3K15,MYL2,  MYL6B |
| Production of Nitric Oxide and Reactive Oxygen Species in Macrophages | 0.74 | 1 | ALB,APOD,MAP3K15,PPP1R3C |
| Cardiac Hypertrophy Signaling (Enhanced) | 0.66 | 2 | ADRA1D,AGT,FGF13,HSPB7,MAP3K15,PDE6H,TULP2,WNT2B |
| Colorectal Cancer Metastasis Signaling | 0.394 | 1 | MMP12,MMP24,PTGER1,WNT2B |
| Sirtuin Signaling Pathway | 0.292 | 1 | ARNTL,MT-ND6,TUBA1A,UCP2 |

**Supplemental Table 2.** IPA (QIAGEN software) analysis of Upstream regulator

(Top 10 upstream regulators)

| **Upstream Regulator** | **Expr Fold Change** | **Activation Z-score** | **p-value of overlap** | **Targeted molecules in dataset** |
| --- | --- | --- | --- | --- |
| PER | -2.7 | -1 | 7.49E-07 | ARNTL,DBP,PER2,PER3,UCP1 |
| UCP1 | -3.76 | -1.41 | 0.0000752 | ANKRD1,CCDC136,CTH,MSS51,MYH1,  MYH2,SLN,SMOX,UCP1,UCP2 |
| AGT | 2.31 | 1.43 | 0.00173 | ACAT2,AGT,ATP1B1,CDKN1A,EGR1,ERRFI1,FGF13,GSTA3,MYH7,NOS1,PPP1R3C,REN,SCN2A,SLC5A2,UCP2 |
| EPCAM | -6.29 | -1.53 | 0.00302 | CDKN1A,EGR1,EPCAM |
| NPAS2 | 4.388 | 1.22 | 0.00358 | ARNTL,PER2 |
| ARNTL | 3.03 | -1.09 | 0.00487 | ARNTL,DBP,PER2,PER3 |
| ISL1 | 6.21 | 0.152 | 0.029 | ACTC1,BNC1,CALB2,FGF13 |
| WT1 | 66.659 | 1.619 | 0.003 | CDKN1A,EGR1,FOSB,MSLN,NRA,  SLC15A2,WT1 |
| REN | 100.66 | 1.13 | 0.0066 | AGT,MYH7,REN |

How the deposited data were processed for this re-analysis (not part of the article)

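RNA-seq libraries of inguinal white adipose tissue from 3 mutant and 3 Wt male mice, 3 months old, were analysed, with 1 library per mouse. Genotype and mouse number were taken from the labels of the libraries and from the paper's methods. The genomics core facility named in the paper made the libraries, sequenced them and analysed the data. The paper's text does not name the aligner, the counting method and its use of strand, the genome build, the normalization or the test.

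The values that the authors deposited are a normalized signal per gene and mouse, in CPM scaled by a factor for each mouse, for 55573 genes listed by Ensembl identifier. The authors' scaling is visible in the values. In each mouse every value is a whole number of reads times 1 step, which held for 100.0% of the values above 0, and the values of a mouse sum to 901654 to 1039031. Dividing by the step gave the reads, 19607423 to 24228381 per mouse, and the authors' scaled library sizes. In 27 cases a gene symbol had been turned into a date, and genes were therefore matched by identifier. Of the identifiers, 55480 (99.8%) were found in GENCODE M21 on the primary assembly of GRCm38, which was used for coordinates, overlaps, GC content and gene length, and 93 were not. The authors' genome build is not named, so these coordinates are those of GRCm38 and not the authors' own. Reads on a gene differed between mice of the same genotype by far more than the sampling noise (chi-square per degree of freedom of 19.3 to 64.9), so all 6 libraries were counted as separate samples.

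The tests had been designed for read counts, with limma on log values for the case that the values were normalized. As the deposited values are normalized, the genotypes were compared with limma 3.58.1 in R 4.3.3, with a mean-variance trend, on log2(value + 0.5), and p-values were adjusted by the Benjamini-Hochberg method with an FDR threshold of 0.05. The 16868 genes tested are those kept by filterByExpr of edgeR 4.0.16 on the recovered reads. Fold changes of the upstream regulators are ratios of the genotype means of the normalized values. Where every Wt mouse had 3 reads or fewer, the ratio was taken against the value of 3 reads and is a lower bound. With 3 mice against 3, an exact two-sided permutation test cannot give a p below 0.1. In data simulated from the means and library sizes of these mice, limma with trend recovered 146 of 200 changed genes (73.0%) and called 7 unchanged genes among the 16868 tested. Of the 111 genes changed by 2 on the log2 scale, 103 were recovered, and the rest of the 200 were changed by less. The simulated reads varied independently, with a dispersion set by expression level alone. They held no difference in tissue composition or library preparation. The 7 calls therefore do not measure the false calls in the real data.

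The alternatives were other scalings (DESeq2's size factors, library size only), other tests on the recovered reads (the Wald test of DESeq2 1.42.0, edgeR's exact test, limma-voom), other filters (none, or at least 10 reads in every mouse), pseudocounts of 0.1 and 1, an FDR of 0.1, a replicate block and leaving out each mouse in turn. These choices were made before the data were examined. edgeR's quasi-likelihood test on the recovered reads, TMM scaling, a correction for GC content in 20 bins with and without the block, other pairings of the mice, and the removal of genes with an abundant gene on the other strand were added after the data were examined. edgeR's quasi-likelihood test called 1250 genes, of which 1238 were also called by limma on the normalized values. The replicate block rests on the mouse numbers in the labels. Same-numbered mice are different animals, and the paper names no pairing of the mice used for RNA-seq. It does cite a paired Student t-test for other comparisons of the genotypes.

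The genes named were set by a rule before the data were examined. They are the genes that the paper names for the fat RNA-seq, *Thra* and *Thrb*, *Cdk4*, *Cul3*, *Creb1*, *Ncor1*, *Lep* and *Adipoq*, the genes of marker lists, and the 10 genes with the largest change among those past the FDR whose genotypes did not overlap. Marker lists were scored as each mouse's mean log2 CPM with a prior count of 2. Genes sharing reads with near-identical copies were not separated further than in the deposited values. Overlaps with genes on the other strand are given for some of the named genes, and the others are not reported here. The pathway analysis by IPA was not repeated. Python 3.11.15, pandas 2.3.3, SciPy 1.17.1, bedtools 2.31.1 and Matplotlib 3.10.9 were used for the other steps.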

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

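The test on genes overlapped on the other strand was chosen only after the result was seen, and the test on the mesothelial list was set before the data were examined. The mesothelial test was prompted by genes that Supplementary Table 2 names from the same libraries, so it is no independent evidence.

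Marker genes of mesothelium, the lining of the body cavities, which the paper does not discuss, were higher in the mutant mice than in the Wt controls. The mean log2 CPM of 8 marker genes was -0.07, -0.64 and 0.16 in Wt mice 1, 2 and 3 and 2.92, 2.14 and 2.48 in mutant mice 1, 2 and 3, a difference of 2.70 (exact two-sided permutation p = 0.1, the smallest that 3 mice against 3 allow). All 8 genes were higher in the mutant mice, 6 of them past an FDR of 0.05 with limma (7 with the replicate block), among them *Upk3b* (log2 fold change 4.53, adjusted p = 0.00487) and *Upk1b* (3.29, adjusted p = 0.00125). *Wt1* in Supplementary Table 2 is also a mesothelial gene. Mesothelium or visceral fat in some samples is a possible explanation. It would raise the list in the same mice as *Wt1* and unevenly between mice of a genotype. The list did rise with *Wt1*, but its widest range within a genotype was 0.80, well under the difference. A list of 3 genes for the subcutaneous position of fat did not separate the genotypes (-0.02, exact two-sided permutation p = 0.9). Of the 2 genes for the visceral position, *Tcf21* had at most 1 read in every mouse, and *Nr2f1* did not differ (log2 fold change -0.11, adjusted p = 0.796, limma), so the list (0.05, exact two-sided permutation p = 0.9) rests on 1 gene. The difference between genotypes can therefore not be told apart from a dissection that differed between them, and the paper does not report on this.

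Genes overlapped on the other strand by a much more abundant gene, which the paper does not discuss, were also higher in the mutant mice. The median log2 fold change of the 1192 tested genes with a partner at least 10 times as abundant on the other strand was 0.85, against -0.08 for 100 genes overlapped to the same degree on the same strand and -0.07 for genes with no partner on the other strand. It rose with the abundance of the partner, from -0.01 at a ratio of 1 to 10 to 0.73 at 10 to 100 and 1.18 above 100. In the 253 genes with a partner at least 100 times as abundant, the median value was 0.183%, 0.167% and 0.196% of the partner's in Wt mice 1, 2 and 3 and 0.873%, 0.978% and 0.892% in mutant mice 1, 2 and 3. Lower strand specificity of the mutant libraries is a candidate explanation, since it would raise exactly these genes in proportion to their partners. As all 3 mutant libraries differed from all 3 Wt libraries in this way, strand specificity and genotype cannot be told apart, and a rise of antisense transcription in the mutant mice was not tested separately. These genes made up 578 of the 1368 genes past an FDR of 0.05 (576 higher, 2 lower). Of the genes higher in mutant mice past this FDR, 74.6% had any partner on the other strand, against 33.2% of the genes tested.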

How the results depend on the processing

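The removal of genes with an abundant gene on the other strand, the other pairings, the GC correction, TMM scaling and edgeR's quasi-likelihood test were tried only after the results were seen, as were the counts over other splits for all results but the first. The other choices were made before the data were examined.

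With limma on the normalized values, 1368 genes passed an FDR of 0.05, 928 of them (67.8%) higher in mutant mice, and the genotypes did not overlap for any of the 1368. Among all genes tested, the genotypes did not overlap for 30.6%, where chance gives 10%. The count was between 1016 and 1995 with other scalings, tests and pseudocounts, without a filter and with the GC correction. The 1995 were given by DESeq2's Wald test. The share of higher genes was 70.5% with DESeq2's size factors, 75.2% with TMM and 79.3% (1018 of 1283) with library size only. The GC correction gave 878 higher among 1016, and without Wt mouse 2, 493 of 554 were higher. The median log2 fold change over all genes stayed between -0.05 and -0.02 under the authors' scaling, DESeq2's size factors, TMM and library size only. With at least 10 reads in every mouse, 598 genes passed (345 higher), and at an FDR of 0.1, 2263 passed. Leaving out 1 mouse at a time gave 554 to 1005 genes. Without the 1192 genes that have an abundant gene on the other strand, 344 passed (177 higher, 51.5%), whereas 1000 random removals of as many genes matched on expression left 1095 to 1219. The removed genes were chosen after they were seen to hold 578 of the 1368, so the random removals are no independent test. Of the genes kept, 790 had passed in the fit over all 16868 genes, more than the 344 that passed when tested alone.

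With the replicate block, 4063 genes passed (1733 higher, 42.7%), among them all 1368, and 3252 passed (1654 higher) with the block and the GC correction. Pairing Wt mice 1, 2 and 3 with mutant mice 1, 3 and 2 gave 4305 genes, more than the pairing as numbered, and the other 4 pairings gave 593, 486, 313 and 201. The gain thus came with every pairing that matched mouse 1 with mouse 1 and with no other, and it does not show that the numbers pair the mice. Of the 4 splits of the 6 mice that part all same-numbered mice, only the real one (1 of 4) gave as many genes past the FDR, both without the block and with it, where the other splits gave 0 genes. The 10 splits in all include 6 that leave same-numbered mice together. Over the 9 other splits, 0 genes passed and 29 to 2986 had an unadjusted p under 0.05, against 4075 in the real split. With 10 splits the share cannot fall under 0.05, so they do not settle the matter.

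Of the 5 genes of Supplementary Fig. S3, 1 passed (*Cpt1a*), 2 with the replicate block, 3 with the block and the GC correction, and 0 to 1 with 1 mouse left out. *Klf9* reversed in sign, to -0.01 with the GC correction with or without the block, and from -0.12 to 0.14 with 1 mouse left out (main value 0.05). Of *Ccnd1*, *Ccnd2* and *Cdk2*, 0 passed, but 2 with the block and 2 with the block and the GC correction. The 2 genes of an unadjusted p under 0.05 were *Ccnd1* and *Cdk2*. The log2 fold change of *Thra* was 0.45 with the block and the GC correction, past the FDR (adjusted p = 0.00933, limma, against 0.00933 to 0.765 over all alternatives). Of 13 other T3-responsive genes, 2 passed, 4 with DESeq2's Wald test, 6 with the replicate block, 6 with the block and the GC correction, 1 with the GC correction and 0 to 2 with 1 mouse left out. As many genes as in the real split passed in 1 of 4 splits for the genes of Supplementary Fig. S3, for the other T3-responsive genes and for the molecules of Supplementary Tables 1 and 2 at either threshold, and in 4 of 4 splits for the cyclin and *Cdk2* genes, where the count was 0. The molecules of the tables past the FDR numbered 45, and 30 to 56 under the alternatives.

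The mesothelial list difference was 2.27 with the median in place of the mean, the list of immediate early genes reversed with the median, to -0.39 from 0.13, and the epithelial list lay between -1.81 and 0.20 with 1 mouse left out, against -0.93 with all mice. *Adipoq* lay between -0.26 and 0.09 with 1 mouse left out, against -0.08. The epithelial list reversed without Wt mouse 1, whose score was 3.00 against -1.02 and 0.23 in Wt mice 2 and 3. Beyond this, the cause of these changes was not tested. With the block, a list difference is by arithmetic the same as without it. All 6 genes of the epididymal list had at most 1 read in every mouse, so its score holds no signal and no result is given for it. Among the single genes and fold changes that were run under the alternatives, which do not include all genes named, 12 genes besides *Thra* changed their call, with 9 weaker and 20 stronger results. The clock, mesothelial, muscle, lymphocyte, brown fat, proliferation and preadipocyte lists kept their direction. In simulated data of the same depth and number of mice, 73.0% of the changed genes were recovered, so changes of the simulated sizes can be missed with 3 mice per genotype. How often smaller changes are missed was not simulated. For *Isl1*, *Wt1* and *Ren1*, the Wt reads were too few for a precise fold change.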

Differences from the paper's values

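In Supplementary Fig. S3, read by eye, the paper's FDR of *Cpt1a* is about 0.49, and the adjusted p computed with limma was 0.0159, with a log2 fold change of -0.62 and lower values in 3 of 3 mutant mice. None of the alternatives set before the data were examined closed the gap, with adjusted p-values from 0.00024 to 0.0727. These fits do not separate genotype from a difference in library preparation or time of collection between the genotypes. The paper states that no gene of this figure passed an FDR of 0.05. *Cpt1a* failed to pass only without Wt mouse 1, 2 or 3 or without mutant mouse 3, where the adjusted p was 0.0504, 0.0727, 0.0702 and 0.0524.

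The paper's FDR of *Lipe* is about 1 in Supplementary Fig. S3, read by eye, and the adjusted p with limma was 0.259 (log2 fold change -0.47). None of the alternatives set before the data were examined closed the gap. *Lipe* passed the threshold with the replicate block (adjusted p = 0.0151).

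For *Gapdh*, the paper's FDR is about 1 in Supplementary Fig. S3, read by eye, and the adjusted p with limma was 0.327 (log2 fold change 0.41). Of the alternatives set before the data were examined, only the fit without Wt mouse 3, with 0.668, fell within 1.5 times the paper's value.

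For *Fasn*, the paper's FDR is about 1 in Supplementary Fig. S3, read by eye, and the adjusted p with limma was 0.619 (log2 fold change 0.36). Of the alternatives set before the data were examined, those without a filter (0.721), without Wt mouse 2 (0.83), without Wt mouse 3 (0.827) and without mutant mouse 1 (0.926) fell within 1.5 times the paper's value, and the others did not. *Fasn* passed the threshold with the replicate block and the GC correction, which was chosen after the values were seen (adjusted p = 0.0378).

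The paper states that cyclin D1, cyclin D2 and *Cdk2* mRNA did not change in WAT. Here none of the genes passed the FDR over all genes, but *Ccnd1*, *Ccnd2* and *Cdk2* were lower in 3 of 3 mutant mice, with log2 fold changes of -0.47, -0.11 and -0.29. *Ccnd1* and *Cdk2* passed with the replicate block (adjusted p = 0.0279 and 0.0271, limma) and with the adjustment over these 3 genes alone (0.0399 for both).

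The paper places the changed bases of *Thra* at positions 1367 and 1381 of its transcript record, which are 14 bases apart. In the GENCODE M21 transcript the changed bases of codons 283 and 288 are at 1277 and 1293, which are 16 bases apart.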

Other observations

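The tests of GC content, gene length, the share of the most abundant genes and the lymphocyte genes were chosen only after the results were seen. The tests on the clock genes and on skeletal muscle were set before the data were examined. They were prompted by genes that the paper's tables name from the same libraries, so they are no independent evidence.

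Supplementary Table 2 names the clock genes *Arntl*, *Dbp*, *Per2* and *Per3*. Other clock genes, in neither table, moved with them. The mean log2 CPM of 6 genes driven from E-box elements minus that of 3 genes in antiphase was 1.60, 1.52 and 1.25 in Wt mice 1, 2 and 3 and -0.08, -0.46 and -0.10 in mutant mice 1, 2 and 3, a difference of -1.67 (exact two-sided permutation p = 0.1, the smallest possible). Of the genes set for the test, *Nr1d2*, *Per1*, *Tef*, *Hlf* and *Ciart* all had negative log2 fold changes (5 of 5). *Clock*, *Cry1* and *Nfil3* all had positive ones (3 of 3). *Per1* (-0.08, standard error 0.11, adjusted p = 0.663, limma) did not differ, and its genotypes overlapped. *Nr1d2* (-0.70, adjusted p = 0.0612) and *Cry1* (0.25, adjusted p = 0.494) were also not past the FDR with limma. *Bhlhe41*, the remaining gene of the 6, is not in this count and was lower (-0.89, adjusted p = 0.0468, limma). A difference in time of collection or in clock phase between the genotypes would move both groups of genes in opposite directions, and is a candidate explanation. The paper does not give the time of collection, so the genotype and the time cannot be told apart. *Nr1d1*, which neighbours the mutated *Thra* gene, had a log2 fold change of -0.74 (adjusted p = 0.0579, limma, and 0.00595 with the replicate block), within the range of -1.08 to -0.08 of these 5 genes. This range is wide and includes the unchanged *Per1*, so the comparison does not separate an effect of the mutation on *Nr1d1* in cis from a change of the clock.

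Lymphocyte genes were low in mutant mouse 1. The mean log2 CPM of 6 B-cell and T-cell genes was -1.08 in this mouse and 5.00 to 6.47 in the other mice, so that the difference between genotypes of -2.42 rests on it (exact two-sided permutation p = 0.5) and shrank to -0.14 without it. The T-cell genes were at least 40.2-fold lower in mutant mouse 1 than in the median of the other mice, and the B-cell genes at least 213-fold. A lymph node left out of the fat taken from this mouse would lower both kinds of cell and is a candidate explanation. No biological explanation was tested, as the other mutant mice did not share the change.

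Skeletal muscle genes differ between the genotypes in Supplementary Table 1, and muscle in some samples is a possible explanation. A list of 10 muscle genes outside the tables was 0.73 higher in the mutant mice (exact two-sided permutation p = 0.2). The mean of the list ranged at most 1.98-fold within a genotype, but single genes ranged more. *Mb*, which is in the list, was at 12.7, 142 and 51.5 normalized CPM in Wt mice 1, 2 and 3. *Myh7* was at 2.47, 150 and 35.8 and *Myl2* at 0.545, 33.7 and 11.2. The mutant mice were more even and higher, at 326, 222 and 328 for *Mb*, 444, 303 and 422 for *Myh7* and 117, 80.1 and 103 for *Myl2*. *Myh4* and *Ckm*, both in the list, had log2 fold changes of only -0.12 and 0.18 (standard errors 0.49 and 0.38). Of the 10 genes of the list, 9 were higher. Since muscle genes were expressed in all 6 mice (*Myh4*, 5081 to 11320), the small range of the list mean does not rule out uneven amounts or kinds of muscle. The 10 genes with the largest change were *Ren1*, *Mss51*, *Igfn1*, *Gm31251*, *Upk3b*, *Gm49540*, *Mhrt*, *Myh1*, *Ighv1-31* and *Ube2c*, of which *Ighv1-31* was lower and the others higher. *Gm31251* and *Mhrt* are overlapped on the other strand by *Myh7* (20.8 and 32 times as abundant), *Gm49540* by *Mb* (17 times) and *Ube2c* by *Tnnc2* (6.03 times).

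The log2 fold change over genes without an abundant gene on the other strand followed GC content weakly (Spearman's rho across genes of -0.28, where genes are not independent replicates). This lies between the values set for and against a GC effect, so rho alone does not decide on such an effect. With a GC correction rho was -0.02 and 1016 genes passed an FDR of 0.05, 973 of which were among the 1368. Most of the 1368 thus still passed, but the balance moved, from 928 higher of 1368 to 878 of 1016. For the genes that no longer passed, an effect of GC content cannot be told apart from genotype. Gene length had a rho of 0.05. The share of reads on the 10 most abundant genes differed by 0.497 percentage points between the genotypes, and the genotypes overlapped (11.1% to 14.4% in Wt mice, 12.4% to 15.1% in mutant mice). Neither accounts for the count.

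Of the 12 tested among 13 further T3-responsive genes, 2 passed an FDR of 0.05 with limma, over all genes and over the list alone, and 6 with the replicate block. *Hr* had a log2 fold change of -1.11 (adjusted p = 0.0102) and *Srebf1* of -0.80 (adjusted p = 0.0304), each lower in 3 of 3 mutant mice. *Acaca* (0.60) and *Acly* (0.66) were higher in 3 of 3 mutant mice and passed with the block (adjusted p = 0.00632 and 0.00928) but not without it (0.116 and 0.156). *Lep* had a log2 fold change of 0.67 (adjusted p = 0.172, and 0.0266 with the replicate block) and *Adipoq* of -0.08 (adjusted p = 0.861), while the paper reports lower serum leptin in the mutant mice and the same serum adiponectin. *Cul3* (0.28, adjusted p = 0.264), *Creb1* (-0.22, adjusted p = 0.426) and *Ncor1* (-0.18, adjusted p = 0.245, and 0.047 with the replicate block) were not past the FDR without the block.

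The lists of brown fat (-0.56), proliferation (-0.58) and preadipocyte genes (0.23) did not separate the genotypes (exact two-sided permutation p = 0.2, 0.5 and 0.2) when the mouse numbers were not used. Each same-numbered pair of mice differed in the direction of its list, and 3, 3 and 2 genes of these lists passed an FDR of 0.05 with the replicate block (limma), against 0 of each without it. The size of the proliferation difference rests largely on mutant mouse 1. Its score was 1.72, against 2.95 and 3.29 in mutant mice 2 and 3 and 2.81 to 3.62 in Wt mice. Mutant mouse 1 is also the mouse in which the lymphocyte genes were low. Within each genotype, the proliferation scores had the same order of mice as the lymphocyte scores. The proliferation list therefore cannot be assigned to preadipocytes. The male-specific gene *Ddx3y* was expressed in both genotypes (91.5 ± 7.7 in mutant and 95.1 ± 17.7 normalized CPM in Wt mice, SD, n = 3), and *Xist* had at most 4 reads in any mouse. Of the 4 tested genes of the list for sex, 1 passed the FDR, the Y-linked *Eif2s3y*. It was lower in each mutant mouse, at 38.4 ± 3.86 against 62.8 ± 4.83 normalized CPM (SD, n = 3). Its log2 fold change was -0.71 (adjusted p = 0.0113, and 0.00564 with the replicate block, limma). *Nnt*, a gene disrupted in the C57BL/6J substrain, had 4, 6 and 5 reads in Wt mice 1, 2 and 3 and 5, 2 and 10 reads in mutant mice 1, 2 and 3. The paper gives the background of the mice as C57BL/6NTac.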
